# The integrative omics of white-rot fungus *Pycnoporus coccineus* reveals co-regulated CAZymes for orchestrated lignocellulose breakdown

**DOI:** 10.1371/journal.pone.0175528

**Published:** 2017-04-10

**Authors:** Shingo Miyauchi, David Navarro, Sacha Grisel, Didier Chevret, Jean-Guy Berrin, Marie-Noelle Rosso

## Abstract

Innovative green technologies are of importance for converting plant wastes into renewable sources for materials, chemicals and energy. However, recycling agricultural and forestry wastes is a challenge. A solution may be found in the forest. Saprotrophic white-rot fungi are able to convert dead plants into consumable carbon sources. Specialized fungal enzymes can be utilized for breaking down hard plant biopolymers. Thus, understanding the enzymatic machineries of such fungi gives us hints for the efficient decomposition of plant materials. Using the saprotrophic white-rot fungus *Pycnoporus coccineus* as a fungal model, we examined the dynamics of transcriptomic and secretomic responses to different types of lignocellulosic substrates at two time points. Our integrative omics pipeline (SHIN+GO) enabled us to compress layers of biological information into simple heatmaps, allowing for visual inspection of the data. We identified co-regulated genes with corresponding co-secreted enzymes, and the biological roles were extrapolated with the enriched Carbohydrate-Active Enzyme (CAZymes) and functional annotations. We observed the fungal early responses for the degradation of lignocellulosic substrates including; 1) simultaneous expression of CAZy genes and secretion of the enzymes acting on diverse glycosidic bonds in cellulose, hemicelluloses and their side chains or lignin (i.e. hydrolases, esterases and oxido-reductases); 2) the key role of lytic polysaccharide monooxygenases (LPMO); 3) the early transcriptional regulation of lignin active peroxidases; 4) the induction of detoxification processes dealing with biomass-derived compounds; and 5) the frequent attachments of the carbohydrate binding module 1 (CBM1) to enzymes from the lignocellulose-responsive genes. Our omics combining methods and related biological findings may contribute to the knowledge of fungal systems biology and facilitate the optimization of fungal enzyme cocktails for various industrial applications.

## Introduction

The bioconversion of agricultural, forestry and industrial green wastes into renewable sources of energy with bio-based molecules is highly desirable. Innovations in ecologically-friendly technologies will lead to improvements in green chemistry and biorefinery, and contribute to the circular economy. Lignocellulose, the major component of plant biomass, is highly recalcitrant to enzymatic degradation because the cellulose forms crystalline structures and the lignin sets dense polyaromatic polymers. Great efforts have been made to convert lignocellulosic saccharides into biofuels, biogas, and bio-based chemicals [1,2]. Lignocellulose has enormous potential in the production of phenolics and aromatics-based products [3]. However, the problems are how to break down lignin unamenable to biochemical transformation and to degrade cellulose efficiently.

A solution to such technical challenges may be found in the nature. Some forest-dwelling mushrooms are evolved to break down plant materials and release (poly)saccharides and (poly)aromatics from lignocellulose. Saprotrophic white-rot fungi are highly specialized to decompose dead plants and convert them into consumable carbon sources [4]. Phylogenetic reconstructions showed that white-rot fungi evolutionarily gained specific groups of enzymes to break down recalcitrant lignocelluloses [5,6]. The gene repertoires of saprotrophic white-rot fungi are enriched in enzymes for oxidative degradation of lignocellulose, called auxiliary activity enzymes (AA) classified in the CAZy database [7]. There are different types of Carbohydrate Active Enzymes (CAZymes) in the CAZy database including glycoside hydrolases (GH), carbohydrate esterases (CE), polysaccharide lyases (PL), glycosyltransferases (GT), and carbohydrate binding modules (CBM) [8]. There are some known synergistic activities among the different families of CAZymes. For example, synergies between endoglucanases, cellobiohydrolases and beta-glucosidases result in an efficient cellulolytic enzyme system, which collective activity is higher than the sum of the activities of the individual enzymes [9]. Other synergies exist between oxido-reductases for the oxidative cleavage of lignocellulose. GMC oxidoreductases including cellobiose dehydrogenases (CDH; CAZy families AA3_1 and AA8) and AA3-2 donate electrons to lytic polysaccharide monooxygenases (LPMO, family AA9) for the oxidative cleavage of cellulose polymers [10–12]. Copper radical oxidases (CAZy family AA5) give hydrogen peroxide to manganese peroxidases (MnP; family AA2) for the oxidative cleavage of lignin [13]. There may be as-yet-to-be-known synergies between the fungal enzymes. Thus, it is necessary to explore transcriptomic and proteomic regulations of CAZymes.

Our general understanding of the regulation of fungal enzymes in lignocellulose deconstruction is limited. On one hand, ascomycetes fungi have been studied mainly for the regulation of genes coding for cellulases and hemicellulases [14]. On the other hand, studies of wood-decay basidiomycetes fungi have been focused on the role of oxidative enzymes and their interplay during lignocellulose breakdown [15–17]. Meanwhile, white-rot fungi from the genus *Pycnoporus* are known to degrade cellulose, hemicelluloses and lignin, and the versatility of the genus for biotechnological applications is recognized [18,19]. The *Pycnoporus* strain *P*. *coccineus* CIRM-BRFM310 was previously studied regarding the roles of cellulases, hemicellulases, esterases and lignin active peroxidases during cultivation on pine and aspen [16]. However, the enzymatic mechanisms for the alleviation of plant biomass recalcitrance by this fungus remained to be elucidated.

Fungal responses to the source of carbon are dynamic. Fungi utilize specific groups of genes to execute lignocellulose breakdown, metabolization, and detoxification of molecules during the degradation process. Such orchestrated molecular machineries are required to convert plant biomass into a carbon source. Time-course investigations of fungal gene co-regulations and corresponding protein co-secretions induced by plant biomass are well suited to examine the systematic fungal depolymerization of lignocellulose. However, genome-wide transcriptomic and secretomic activities are complex. Capturing just a single time point of fungal transcriptomic activity involves over ten thousands genes showing various transcription levels. The number of observations increases exponentially when we add the number of biological replicates, different growth conditions, and time points. The addition of secretomic information gives an extra layer of complexity.

To extract biologically meaningful patterns from such high-dimensional omics data, we have developed the multi-omics profiling platform, Self-organizing map Harboring Informative Nodes with Gene Ontology (SHIN+GO). Genome-wide omics models constructed with the platform are designed to pinpoint biological activities of interest that would otherwise be buried in the high-dimensional data. A prototype of the platform was previously developed as Applied Biomass Conversion Design for Efficient Fungal Green Technology (ABCDEFGT), which had a limited capacity of processing large-scale omics data [20]. As one of the key components of this platform, Self-organizing map (SOM) is an algorithm constructing a neural network with given input data in an unsupervised manner [21]. SOM reduces the number of features in high-dimensional data by grouping similar items and forming clusters. It has a unique property of making two-dimensional maps suitable for large-scale data visualization. The method has been used to generate neural networks of genome-wide genes and identify condition-specific responses in transcriptomes of newly sequenced three fungal species with limited gene annotations [20].

In this study, we used the improved platform (SHIN+GO) to generate dynamic genome-wide integrative omics models with two time points. We profiled the early transcriptomic and secretomic responses of *P*. *coccineus* CIRM-BRFM310 at day 3 and 7. The fungal strain was grown with three types of recalcitrant lignocellulosic substrates (i.e. cereal straw, softwood, and hardwood) to capture an overview of the fungal adaptive responses to plant biomasses with different compositions of cellulose, hemicelluloses, and lignin. The selected plant substrates are considered as sustainable resources for green technologies [1,22]. We built integrative omics models in an unsupervized machine learning manner and used them as a guide to explore biologically interesting parts of the large-scale omics data (i.e. omics hotspots). We interpreted the findings in terms of fungal transcriptomic, secretomic, and metabolomic responses to the lignocellulosic substrates.

## Results and discussion

### Fungal omics models for the lignocellulosic substrates

We investigated co-regulated genes with corresponding co-secreted proteins of *P*. *coccineus* CIRM-BRFM 310 growing on four different substrates at day 3 and day 7 in order to see the early transcriptomic and secretomic adaptations. 

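The transcriptome files analysed here hold the number of reads counted on each of 12690 genes, named by protein ID, in 22 samples. The authors extracted RNA from the mycelia, sequenced it as paired-end Illumina reads and mapped the quality-checked reads to the BRFM 310 genome with TopHat, keeping unique hits only. They then counted reads per gene with HTSeq. The deposited values are these raw counts, without normalization and with the replicates kept apart. The paper names the genome version and takes its functional annotations from Mycocosm. Neither the paper nor the sample descriptions state the tool versions, the strand setting or the release of the gene models used for counting. Maltose and aspen at day 3 have n = 2 replicates each (replicates 2 and 3, and replicates 1 and 2), and the other 6 groups have n = 3. Maltose day 3 replicate 1 and aspen day 3 replicate 3 are not in the files analysed here. The substrates were used at 15 g/L with a starter of maltose, and the control medium held maltose at 20 g/L, at 30 °C.
The reads counted on genes ranged from 5210680 (pine day 7 replicate 1) to 45677297 (maltose day 7 replicate 3) per sample, with a median of 23363677. Group medians were 22229780.5 for maltose, 20980573.5 for aspen, 26204156 for pine and 28870398 for wheat straw at day 3. At day 7 they were 26012632, 21827036, 13447403 and 23699020 in the same order. The most abundant gene of a sample took between 1.063 % and 6.026 % of its reads.
For the tests, counts were normalized by edgeR's TMM method, and the 11843 genes with more than 5 reads in total over all samples were tested. A quasi-likelihood model with 8 groups, one per substrate and day, gave log2 fold changes against maltose at the same day, with standard errors and Benjamini-Hochberg adjusted p values. The labels name no sequencing batch, and they share replicate numbers between groups, so each comparison was also fitted with the replicate number as a block. Normalized read counts of samples and groups, and the log2 read counts of nodes, were instead scaled by DESeq2's size factors. They are given as mean ± SD, and log2 read counts carry a pseudocount of 1.

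**Figure D1:**
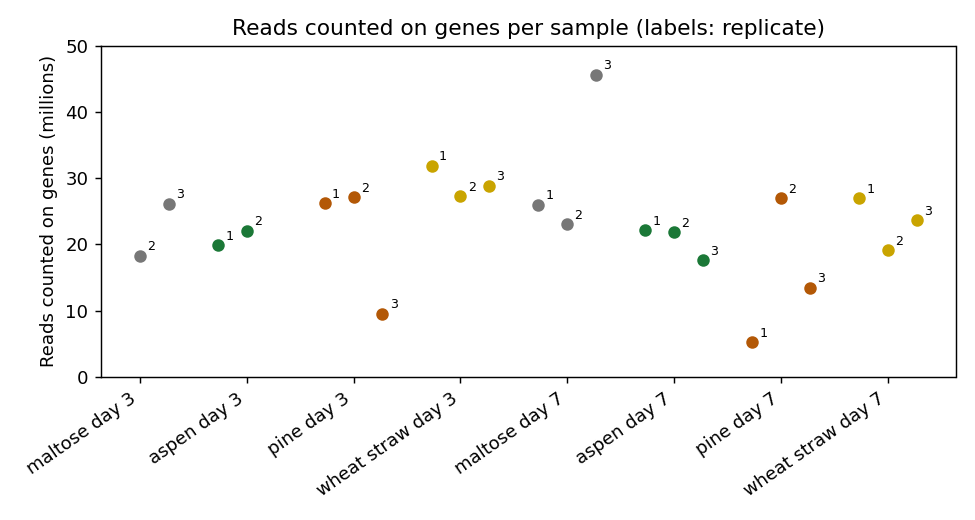
Reads counted on genes (vertical axis, labelled in megareads) in each of the 22 samples, grouped by substrate and day on the horizontal axis; each point is a sample, and the digit beside it is its replicate number. Pine day 7 replicate 1 has the fewest reads, 5210680, and maltose day 7 replicate 3 the most, 45677297.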

Maltose, which is an easily assimilated source of carbon, was used as a control, and ground wheat straw, pine wood, and aspen wood were used as models for gramineae, softwood, and hardwood biomass, respectively.

Under the conditions imposed in this study, optimal fungal growth was observed at day 3 on lignocellulosic substrates whereas a lag phase of 72 hours was observed on maltose (S1 Fig). A time-course experiment measuring the quantity of maltose consumed by the strain showed the maltose initially added to the basal medium was completely depleted in the culture medium at the point of day 3 (Miyauchi et al. in prep). Therefore, the fungal responses for the lignocellulosic substrates at day 3 and 7 were not affected with the residual maltose. 

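Spearman correlations between the normalized read counts of 2 replicates of the same group were computed across the 11843 genes for all 20 pairs. They ranged from 0.949 to 0.9975 with a median of 0.9835 (SD 0.0126 over the pairs). The lowest values were 0.949 and 0.9516, for maltose day 7 replicate 3 against replicates 1 and 2, which correlated at 0.9943 with each other. The next lowest pair was pine day 3 replicates 1 and 3 at 0.9695. These correlations are across genes, and genes are not independent replicates. In every pair the counts differed by more than sampling noise, with a chi-square per gene between 4.301 for maltose day 3 and 851.9. The sample medians of the log2 normalized read counts lay between 8.354 and 8.665. Of the settings tried, leaving out maltose day 7 replicate 3 moved the lowest correlation most, to 0.9695.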

The normalized read counts obtained from the RNA-seq of three biological replicates grown under each of the four conditions at each time point were highly correlated (> 0.9 correlation co-efficient; S2 Fig), and the distributions of the normalized read counts from the replicates were also almost identical (S3 Fig). A total of 26 housekeeping genes showed a stable transcript level between the two time points, suggesting that the physiological state of *P*. *coccineus* was comparable between all cultivation conditions (S4 Fig). 

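The 26 genes of S4 Fig (10 chitin synthases and 16 NADH dehydrogenases) were tested between day 3 and day 7 on each substrate, which makes 104 comparisons. In 71 of them no change was detected, and in 33 the adjusted p (edgeR) was under 0.05. The changed genes numbered 3 of 26 on maltose, 5 on aspen, 12 on pine and 13 on wheat straw. The median log2 change from day 3 to day 7 was -0.1203 on maltose, -0.358 on aspen, -0.1951 on pine and -0.1825 on wheat straw. Individual log2 changes ran from -2.628 to 1.96 on maltose, from -1.537 to 0.8535 on aspen, from -3.605 to 0.9768 on pine and from -4.745 to 0.9913 on wheat straw. Across all tested genes, 11.4 % changed on maltose, 23.53 % on aspen, 43.91 % on pine and 46.26 % on wheat straw. Day 3 rests on n = 2 cultures for maltose and aspen, and the other groups on n = 3. Fitted with the replicate block, 29 of the 104 comparisons passed the same threshold, and 43 did with DESeq2's normal prior. Bonferroni correction changed the count most, to 2. Against maltose at day 7, 16 of the 26 genes differed on aspen, 20 on pine and 12 on wheat straw (adjusted p under 0.05, edgeR). From the levels of these genes at both time points, the paper reasons that the physiological state of the fungus was comparable between the cultivation conditions.

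**Figure D2:**
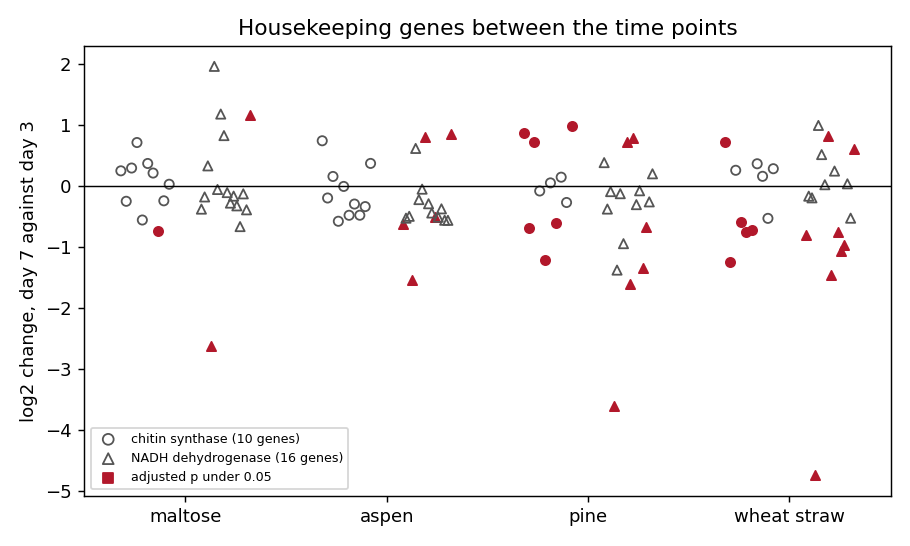
Log2 change from day 3 to day 7 in the edgeR fit (vertical axis) of the 26 housekeeping genes on each substrate (horizontal axis). Each point is a gene. Circles are chitin synthases and triangles are NADH dehydrogenases. Filled red points have an adjusted p under 0.05. The filled points number 3 on maltose, 5 on aspen, 12 on pine and 13 on wheat straw.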

Thus, we concluded that the obtained biological data were consistent and comparable to each other.

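The TMM factors that scaled the library sizes lay between 0.696 and 1.227, with the 6 pine samples between 0.696 and 0.842. Replicates that share a number across groups were compared through the correlation of their deviations from the group means. The mean was -0.01129 over 70 pairs with the same number and 0.005368 over 141 pairs with different numbers. The common dispersion of the model was 0.062199, and 0.06273 with the replicate number as a block. From the similarity of the replicates and the levels of the housekeeping genes, the paper concludes that the data were consistent and comparable.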

We generated fungal omics models with transcriptional changes at two time points. The models constructed in this study were more vast and congruent than those built with a single time point in the previous study [20]. A total of 274,320 points of observations combined from two time points (i.e. 4 conditions x 3 replicates x 2 time points x 11,430 genes with corresponding secretomes) were taken into account to construct omics models of *P*. *coccineus*. 

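Of the 12690 genes in the count files, 658 had 0 reads in every sample. More than 5 reads in total over the 22 samples were found for 11843 genes, more than 5 reads in at least 1 sample for 11717 genes, and more than 5 reads in every sample for 9795 genes. With a mean of more than 5 reads per sample, a filter chosen after seeing the data, 11431 genes remained. The 11843 genes and 22 samples give 260546 values of transcript level.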

We used a multi-omics profiling platform, Self-organizing map Harboring Informative Nodes with Gene Ontology (SHIN+GO; Fig 1).

**Fig 1:**
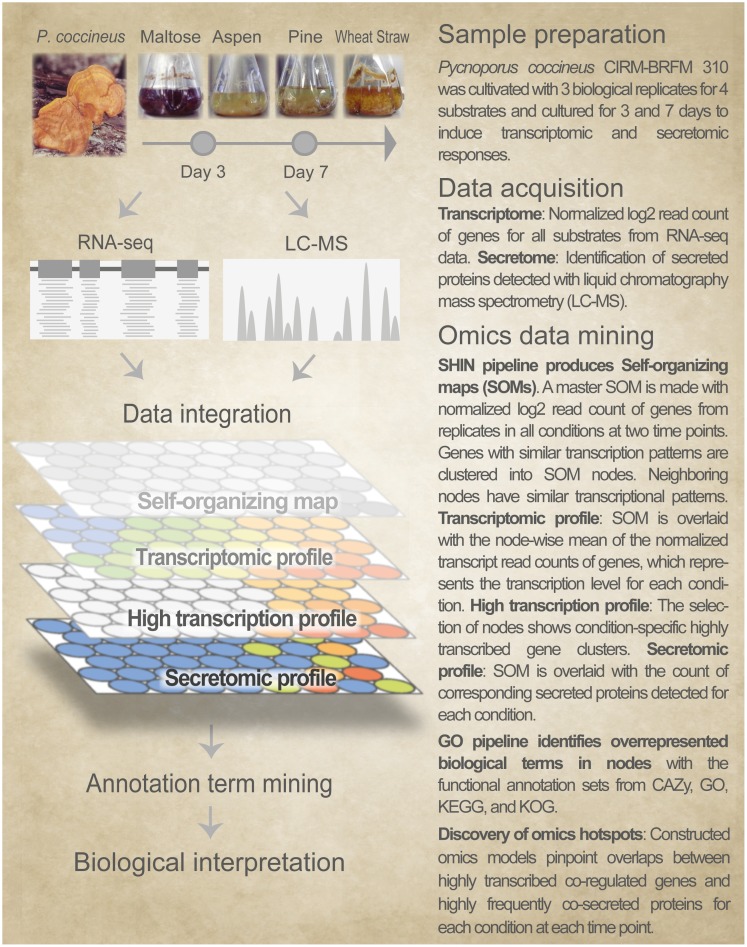
Overview of the genome-wide integrative omics profiling of *Pycnoporus coccineus* CIRM-BRFM 310 at two time points. The SHIN+GO platform; 1) integrated the fungal transcriptome from RNA-seq data and the secretome from liquid chromatography mass spectrometry; and 2) assisted the biological interpretation of the outputs of the omics models with functional gene annotations.

The first part of the SHIN+GO platform, Self-organizing map Harboring Informative Nodes (SHIN; the improved version of ABCDEFGT; Miyauchi et al., 2016), was used to merge genome-wide omics data. The SHIN pipeline constructed a single master self-organizing map (SOM) with the normalized read counts of 11,430 genes from the triplicates grown under the four cultivation conditions at day 3 and 7. The genes were sorted into 456 nodes according to their similar transcriptomic patterns. Next, the count of secreted proteins was overlaid onto the master SOM. As a result of this integration of data, SHIN provides nodes made of clustered co-regulated genes (transcriptomes) with corresponding co-secreted proteins (secretomes). The second part of the SHIN+GO platform, Gene Ontology (GO), was newly developed for this study; 1) to measure the frequency of gene functional annotations present in the nodes; and 2) to biologically interpret the outputs of the genome-wide omics models generated. Biological terms with statistically enriched occurrence in a node were used as an indicator of biological functions for the grouped genes and proteins.

All transcriptomic and secretomic topographies are comparable as the positions of the nodes are fixed in the maps (Fig 2A), enabling the instant visual inspection of omics hotspots where biologically intensive activities can be observed (Fig 2 and S5 Fig). The node-wise mean of the normalized transcript read counts reflects the transcription level in response to each condition. The secretomic topography represents the count of secreted proteins detected from the culture medium. Some nodes contained high counts of secreted proteins, indicating hotspots of co-secreted proteins.

**Fig 2:**
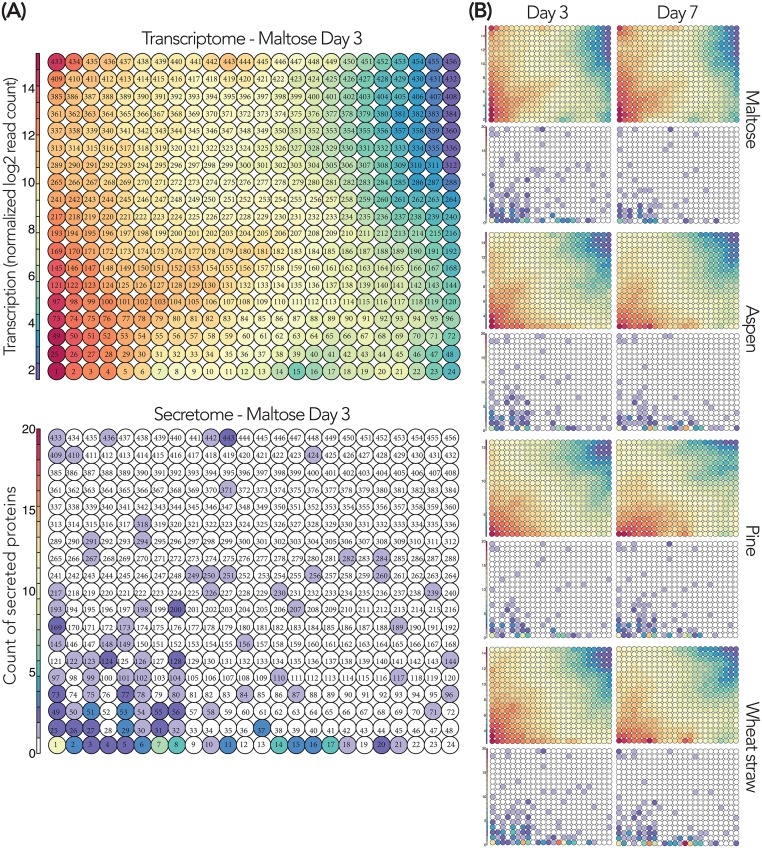
Genome-wide integrative omics models of *P*. *coccineus* in response to the substrates at day 3 and 7. Transcriptomic topography: Mean transcription levels per node for each cultivation condition. Secretomic topography: The total count of secreted proteins per node indicates secretion hotspots. (A): Magnified version of the topographies. The node identification is labeled (i.e. 1 to 456). (B): Transcriptomic and secretomic topographies from the four substrates. An animated version of transcriptomic topographies is available (S1 File).

Globally, there is a consistency that the transcriptomic topographies showing high transcription contain higher counts of secreted proteins in the corresponding secretomic topographies. It suggests that the high transcription of genes generally leads to the secretion of their proteins (Fig 2). Another observation is that the transcriptomic and secretomic patterns resulting from cultivation on different substrates were slightly different from each other. 

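Between 2 lignocellulosic substrates at the same day, the mean Spearman correlation of the normalized read counts across the 11843 genes was 0.9341 for aspen and pine, 0.9504 for aspen and wheat straw and 0.947 for pine and wheat straw at day 3. The corresponding values at day 7 were 0.9185, 0.962 and 0.9224. Replicates of the same group correlated with a median of 0.9835 and a lowest value of 0.949. Genes are not independent replicates, so no p is attached to these 6 means. The replicates behind them number 2 for aspen at day 3 and 3 otherwise. The paper takes such patterns as slightly different from each other.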

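Maltose was further from each lignocellulosic substrate than these were from each other. Across genes, the mean Spearman correlation with maltose at day 3 was 0.8634 for aspen, 0.8712 for pine and 0.8794 for wheat straw. It was 0.8538, 0.8092 and 0.8547 at day 7, while maltose at day 3 and day 7 correlated at 0.9593. All 6 values lay below the lowest replicate correlation of 0.949, and genes are not independent replicates. Against maltose at day 3, 2589 genes were up-regulated and 2631 down-regulated on aspen, 3216 and 3102 on pine, and 2760 and 2365 on wheat straw (adjusted p under 0.05, edgeR). At day 7 the numbers were 3192 and 3201 on aspen, 3811 and 4015 on pine, and 3122 and 3381 on wheat straw. Fitting the replicate number as a block gave 2545 and 2520, 3119 and 3010, and 2713 and 2284 genes at day 3, and 3177 and 3076, 3789 and 3946, and 3113 and 3281 at day 7, in the same order. The strictest setting, Bonferroni correction, left between 388 genes (down-regulated on aspen at day 3) and 1697 genes (down-regulated on pine at day 7).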

Particularly, the patterns obtained from maltose differed from those from the lignocellulosic substrates (aspen, pine, wheat straw). Notably, there are overlaps between some of the nodes showing high transcription and intensive secretomic responses to the lignocellulosic substrates (i.e. nodes 1 to 17). We considered such nodes as ‘omics hotspots’ involved in biologically-interesting events at the transcriptomic and secretomic levels. We found that several of these nodes were enriched in CAZyme coding genes (discussed in later sections).

Nodes showing up-regulation and high transcription for the lignocellulosic substrates were determined from the omics models. 

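Over the 11843 genes and 22 samples, the 90th percentile of the log2 normalized read counts was 11.64, and the sample medians had a median of 8.591. Restricting the genes to a mean of more than 5 reads per sample, a filter chosen after seeing the data, raised the percentile to 11.69. The paper describes its supplementary gene list as covering all nodes, but the copy read here holds the genes of nodes 1 to 49. Only these 49 nodes were recomputed. The transcriptional change of a node was taken as the mean log2 fold change of its genes, with genes whose adjusted p was not under 0.05 counted as 0. A node was selected on a substrate when this mean was above 2, or when its mean log2 read count was above 11.7 on the substrate and not on maltose. Applied to the paper's gene values, the change part of that rule gives the paper's own change flags in 294 of 294 cases. The level part was not checked in this way. The paper's stated criteria do not leave out nodes that are also above 11.7 on maltose. Its level flags were read here with that exclusion.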

Nodes that met either of two following criteria were selected for the further analysis; 1) > 11.7 log2 transcript read counts, which constitute above 90th percentile of the transcription level of the entire gene group; 2) > 2 log2 transcriptional changes compared to maltose at each time point (Fig 3).

**Fig 3:**
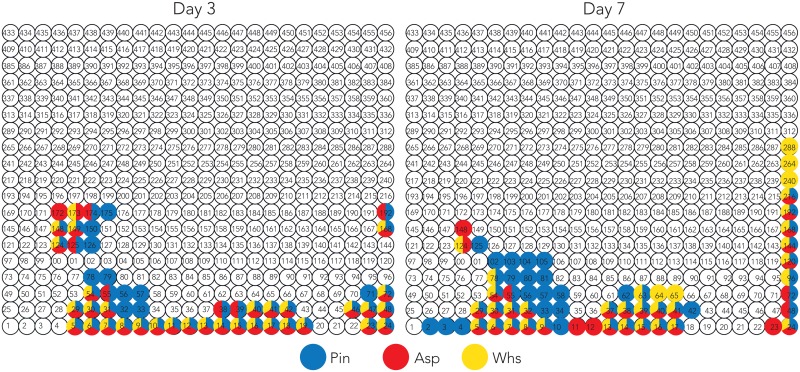
Transcriptomic changes of the lignocellulosic substrate-specific nodes from day 3 to day 7. The specific transcription patterns for the lignocellulosic substrates were extracted from Fig 2. The highlighted nodes met either of two criteria; 1) > 11.7 log2 read counts; or 2) > 2 log2 fold changes on aspen (Asp), pine (Pin), and wheat straw (Whs) in comparison with maltose at each time point.

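Among the 49 nodes whose genes are listed, 27 were selected on each of aspen, pine and wheat straw at day 3. The paper's own flags give 26 common nodes among the same 49. The comparison rests on n = 2 cultures for maltose and aspen and n = 3 for pine and wheat straw. With the replicate number as a block, the number was again 27. Leaving out single samples gave 25 to 27 nodes, and the largest shift came with Bonferroni correction, under which 14 common nodes were left.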

In the transcriptome at day 3, a majority of genes in the nodes showed a similar response to the three lignocellulosic substrates (i.e. 32 nodes showed high transcription or high up-regulation on each of aspen, pine, and wheat straw; Fig 3). 

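At day 3, 7 of the 49 nodes were selected on a single substrate, 5 of them only on pine (nodes 2, 32, 33, 36 and 37) and 1 only on aspen (node 43). The paper's flags for the same 49 nodes give 2 single-substrate nodes, both on pine. When the replicate number was a block, 3 nodes were selected on a single substrate and all 3 on pine, the largest move among the alternatives. The fits that each left out one sample gave 5 to 9 nodes on a single substrate and 4 to 7 on pine alone.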

There were eleven nodes showing substrate-specific responses to either only pine (ten nodes) or aspen (one node). However, there were no nodes specific to wheat straw. 

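Among the nodes whose genes are listed, 1 was selected only on wheat straw at day 3 (node 21), and 0 were selected only on wheat straw at day 7. Node 21 had a mean log2 fold change of 2.398 on wheat straw, 1.966 on aspen and 1.684 on pine at day 3, against a limit of 2. In the fit with the replicate block, all 3 single-substrate nodes at day 3 were on pine and none was on wheat straw.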

At day 7, a higher number of genes in the nodes were highly transcribed or highly up-regulated on a single substrate compared to day 3 (i.e. nineteen, four, and five nodes for pine, aspen, and wheat straw respectively). 

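At day 7, 8 of the 49 nodes were selected on a single substrate, 7 only on pine, 1 only on aspen (node 22) and 0 only on wheat straw. The paper's flags give 10 for the same nodes, of which 7 were on pine and 3 on aspen. All day 7 groups have n = 3 cultures. The replicate block left these numbers at 8 and 7. DESeq2's normal prior on the fold changes gave 11 single-substrate nodes, and leaving out single samples gave 7 to 11.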

The observation indicated that common molecular functions were triggered by the exposure to the lignocellulosic substrates at the early stage (day 3). 

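Between day 3 and day 7, the number of the 49 nodes selected on all 3 lignocellulosic substrates went from 27 to 22, and the number selected on a single substrate from 7 to 8. The same numbers with the replicate block were 27 and 22 common nodes, and 3 and 8 single-substrate nodes. No test was made of the difference between the days. Leaving out one sample at a time gave 25 to 27 common nodes at day 3 and 21 to 25 at day 7. From the rise in single-substrate nodes over its full set of nodes, the paper reasons that the fungus moved from common functions to responses specific to each substrate.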

Then, the fungus adjusted more specific responses to the specific substrate over time at the later stage (day 7). 

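Of the 49 nodes with listed genes, those selected only on pine were nodes 2, 32, 33, 36 and 37 at day 3 and nodes 2, 3, 4, 33, 34, 36 and 42 at day 7. Pine libraries at day 7 held 5210680 to 26969676 reads, with a median of 13447403, the lowest of the 8 groups. The 7 pine nodes at day 7 were again 7 with the replicate block. They ranged from 5 to 8 when single samples were left out and were 4 with Bonferroni correction.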

Remarkably, the number of pine-specific nodes was increased by nine from day 3 (nodes 32, *33, *56, *57, 71, 78, 79, *126, 150, 175) to day 7 (*2, *3, *4, 10, *33, 34, 42, *56, *57, *58, 62, 79, *80, 81, *102, 103, 104, 105, *125). Four and ten of these nodes at day 3 and day 7 respectively contained statistically enriched gene annotations (i.e. the nodes with asterisks above and discussed in later sections).

### Transcriptomic responses to the lignocellulosic substrates

We attempted to interpret the fungal adaptations to the lignocellulosic substrates at the transcriptomic level using the enriched gene annotations present in the nodes. The frequency of gene annotations in the 456 nodes of the omics models revealed that five nodes (1, 7, 8, 14, 15) contained a significant number of genes coding for CAZymes (S1 Table and S4 File). 

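In the 4 nodes the CAZyme genes of S2 Table were tested against maltose on 3 substrates at both days. The paper presents the genes of S2 Table as up-regulated, and the table leaves out some CAZymes of Table 1. High tallies therefore follow in part from how the genes were chosen, in the same experiment. The same choice lies behind the tallies of S2 Table genes in the passages that follow. In node 7 (16 genes) 96 of 96 comparisons were up-regulated with an adjusted p under 0.05 (edgeR). The corresponding numbers were 36 of 36 in node 8 (6 genes), 105 of 108 in node 14 (18 genes) and 77 of 78 in node 15 (13 genes). With the replicate block the totals did not change. Bonferroni correction reduced them to 70, 22, 76 and 45 comparisons. Maltose and aspen at day 3 have n = 2 cultures, and every other group has n = 3.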

Among them, four nodes (7, 8, 14, 15) showed high transcription during the growth on the lignocellulosic substrates compared to maltose (Fig 3 and Table 1). These nodes contained the highest number of frequently secreted proteins (secretomic topographies in Fig 2), suggesting that the corresponding CAZymes were contributing to the decomposition of the lignocellulosic substrates. Nodes in proximity share similar transcriptomic patterns due to the nature of SOM used for the construction of the omics models [20]. Hence, the regulations of genes coding for CAZymes in nodes 7 and 8 on the one hand, 14 and 15 on the other hand can be considered as co-regulated groups.

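Mean log2 fold changes of all genes of each node are given with the SD between replicates (n = 2 for aspen at day 3, n = 3 otherwise). In node 7 they were 5.435 ± 0.713 on aspen, 5.177 ± 0.991 on pine and 4.563 ± 0.763 on wheat straw at day 3. At day 7 they were 5.583 ± 0.349, 5.744 ± 0.64 and 6.167 ± 0.353. Node 8 had 3.464 ± 0.233, 4.122 ± 0.483 and 3.272 ± 0.179 at day 3, and 3.529 ± 0.718, 4.673 ± 0.709 and 3.927 ± 0.639 at day 7. For node 14 the day 3 values were 5.127 ± 0.529, 5.042 ± 0.994 and 4.233 ± 0.712, and the day 7 values 5.129 ± 0.509, 5.911 ± 0.682 and 6.795 ± 0.46. Node 15 showed 6.34 ± 0.561, 5.35 ± 0.914 and 4.705 ± 0.753 at day 3, then 5.814 ± 0.364, 5.578 ± 0.707 and 6.504 ± 0.515 at day 7. On wheat straw the rise from day 3 to day 7 was larger than the SD in nodes 7, 14 and 15, and close to it in node 8. Bonferroni correction, which sets more genes to 0, lowered node 7 on aspen at day 3 to 3.49 and node 8 on aspen at day 3 to 1.286. From the grouping of these nodes, the paper considers the CAZyme genes of nodes 7 and 8, and those of nodes 14 and 15, as co-regulated groups.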

**Table 1:** Nodes with highly enriched CAZyme coding genes up-regulated on the lignocellulosic substrates.

Node	CAZymes
7	AA2, AA3_3, AA8-AA3_1, AA9, AA9-CBM1(2), CBM1-CE16, GH1, CBM1-GH10, CBM1-GH5_7, CBM1-GH6, GH7, GH51, GH16, GH30, GH35, GH74-CBM1, GH79, PL8_4
8	AA3_2(2), AA5_1, CE4, GH3, GH28, GH55, GH76, GH92
14	CBM1-CE1(2), CE8, CBM1-CE15, CE16, GH3, CBM1-GH10, CBM1-GH5_5, GH12(2), GH131-CBM1, GH28, GH32, GH43(2), GH45, GH53, GH78, GH115
15	AA2, AA9(5), CE16, GH28(2), CBM1-GH5_5, CBM1, GH7(2)

Different types of CAZymes present in node 7, 8, 14, and 15. AA: Auxiliary activity enzymes, GH: Glycoside hydrolases, CE: Carbohydrate esterases, CBM1: Carbohydrate binding module 1 (CBM1) [8]. The number of gene copies is indicated in brackets.

Each of four nodes contained a set of CAZymes active on the four types of lignocellulose polymers (i.e. cellulose, hemicelluloses, pectin and lignin), suggesting that the fungus simultaneously recruited a variety of enzymes and executed the orchestrated depolymerization (Table 1). There were eight LPMO (AA9) coding genes in nodes 7 and 15 that were up-regulated in response to lignocellulosic substrates at the two time points (Table 1). 

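The 8 AA9 genes were up-regulated in 48 of 48 comparisons with maltose (3 substrates at both days), with log2 fold changes from 2.996 to 9.619 and a median of 6.325. The largest adjusted p (edgeR) was 0.0317. The 3 AA9 genes of node 7 covered 4.069 to 9.619, in 18 of 18 comparisons, and the 5 of node 15 covered 2.996 to 9.521, in 30 of 30. Medians over the 8 genes were 5.436 on aspen, 4.804 on pine and 4.531 on wheat straw at day 3, and 6.661, 6.23 and 8.916 at day 7. Day 3 compares n = 2 maltose cultures with n = 2 for aspen and n = 3 for the other two. The replicate block kept all 48 comparisons past the threshold, and Bonferroni correction kept 27.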

Other highly up-regulated genes were two predicted glucose-methanol-choline (GMC) oxidoreductases (family AA3_2; protein ID: 1463000, 1465734) and one glyoxal oxidase (AA5_1; 1480943) in node 8, which could give hydrogen peroxide to AA2 in nodes 7 (1468611) and 15 (1430659) for their enzymatic activities (Table 1). 

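Against maltose, 1463000 (AA3_2) had log2 fold changes of 2.206 on aspen, 2.619 on pine and 1.909 on wheat straw at day 3, and 5.11, 5.591 and 4.403 at day 7. Its standard errors lay between 0.328 and 0.364, and the adjusted p (edgeR) was highest on wheat straw at day 3, at 0.000183. Its normalized read count on maltose was 1096 ± 36 (SD, n = 2) at day 3 and 189.1 ± 39.8 (SD, n = 3) at day 7. The second AA3_2 gene, 1465734, gave log2 fold changes of 2.813, 3.877 and 2.752 at day 3 and 4.144, 5.902 and 4.811 at day 7. For 1480943 (AA5_1) the values were 5.995, 3.511 and 4.098, then 6.405, 5.41 and 2.906, with adjusted p values up to 0.0121 (pine day 3).
The AA2 gene 1468611 reached 9.697, 9.065 and 8.346 at day 3 and 7.696, 5.954 and 5.236 at day 7. For 1430659, which S2 Table lists as AA9, the log2 fold changes were 6.919, 4.634 and 2.996 at day 3 and 8.294, 7.366 and 9.149 at day 7, with an adjusted p of 0.0317 on wheat straw at day 3. All node 8 comparisons of S2 Table genes, 36 of 36, also passed with the replicate block. The AA5_1 value on aspen at day 7 moved from 6.405 to 8.45 without maltose day 7 replicate 3. The paper proposes that the GMC oxidoreductases and the glyoxal oxidase give hydrogen peroxide to the AA2 enzymes.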

There were three LPMOs in node 7 (AA9; 1374028, 1382161, 1428145) along with the presence of one cellobiose dehydrogenase (AA8-AA3_1; 1401955) and two GMC oxidoreductases (AA3_2; 1463000, 1465734) in node 7 and 8, suggesting co-regulation for the oxidative cleavage of cellulose polymers [12]. 

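On wheat straw at day 7 the 3 AA9 genes had log2 fold changes of 9.619 (1374028), 9.324 (1382161) and 7.961 (1428145), and the cellobiose dehydrogenase 1401955 had 9.038 (standard error 0.752, adjusted p = 1.78e-08, edgeR, n = 3 against n = 3). On aspen and pine at day 7 the AA9 genes lay between 5.501 and 7.609, and 1401955 at 6.473 and 6.821. At day 3 the AA9 genes ranged from 4.069 to 8.125, while 1401955 had 6.336 on aspen, 5.694 on pine and 6.455 on wheat straw. The GMC oxidoreductases changed less, with 1463000 from 1.909 to 5.591 and 1465734 from 2.752 to 5.902 over the 6 comparisons. With the replicate block, the AA9 genes of node 7 were again up-regulated in 18 of 18 comparisons, and with Bonferroni correction in 10. From the presence of these genes together in nodes 7 and 8, the paper proposes co-regulation for the oxidative cleavage of cellulose.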

Also, there were genes encoding hemicellulose-active enzymes such as glycosyl hydrolases (GH) and carbohydrate esterases (CE). Some of the GHs are for the degradation of xylan. GH10 acts on the main chain of xylan, while GH43 and 51 are arabinofuranosidases for the arabinose substitution of xylan. GH115 is a glucuronidase for the glucuronoyl substitution of woody xylan. Meanwhile, some of the CEs are targeting acetyl xylans (CE4, CE16) and 4-O-Methyl glucuronoyl side chains (CE15). In addition, nodes 7 and 14 were highly enriched with CBM1 associated CAZymes (Table 1 and S2 File; adjusted p < 0.01). 

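Of the CAZyme genes of S2 Table, 6 of 16 in node 7 and 6 of 18 in node 14 carry a CBM1, against 2 of 13 in node 15. The 14 genes with CBM1 were up-regulated in 82 of 84 comparisons with maltose, at log2 fold changes between 1.009 and 9.486. The exceptions were both from 1392142, with 1.656 on pine (adjusted p = 0.129, edgeR) and 1.009 on wheat straw (adjusted p = 0.372) at day 3. The replicate block gave 82 of 84 as well, whereas 41 remained with Bonferroni correction. Group sizes were n = 2 for maltose and aspen at day 3 and n = 3 elsewhere. The enrichment test of the paper used annotation terms over all nodes and was not repeated.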

CBM1 has an affinity to crystalline cellulose and directs CBM1 associated enzymes to potentiate cellulolytic activities on insoluble substrates [23,24].

We visualized the transcription intensity of CAZyme-coding genes from nodes 7, 8, 14, and 15 in order to capture the specific regulation patterns at two time points (Fig 4). Globally, the transcript level of the genes for plant cell wall-active enzymes went up from day 3 to day 7.

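The transcript level of 50 of the 53 CAZyme genes of S2 Table was higher at day 7 than at day 3 on wheat straw, with a median log2 change of 3.235. On pine the number was 50 (median 1.558), on aspen 43 (median 0.8399) and on maltose 48 (median 0.8155). The rise had an adjusted p under 0.05 (edgeR) for 44 genes on wheat straw, 28 on pine, 11 on aspen and 1 on maltose. A significant fall was found for 1 gene on wheat straw, 1 on pine, 0 on aspen and 2 on maltose. Relative to maltose at the same day, the induction was higher at day 7 for 46 genes on wheat straw, 39 on pine and 30 on aspen. It was significantly higher for 31, 6 and 3 of them. The replicate block gave 47, 41 and 33 genes with a higher induction, 30, 6 and 4 of them significantly. Leaving out one sample at a time moved the number with a higher induction most on aspen, between 21 and 36. The numbers that passed the threshold also depended on single samples. They are not given, since some of these fits leave a single culture in a group. These tests compare n = 3 cultures per group, except n = 2 for maltose and aspen at day 3.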

**Fig 4:**
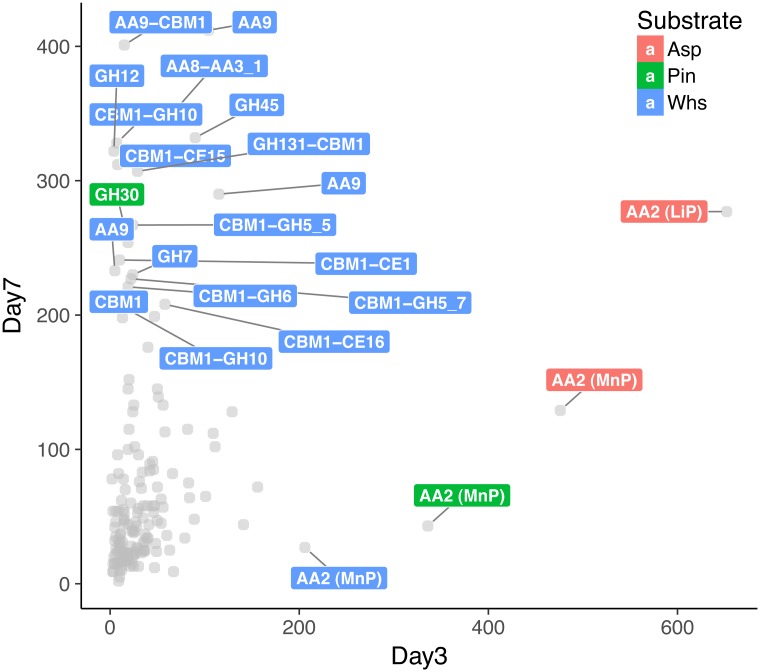
Transcription intensity of CAZyme coding genes in nodes 7, 8, 14, and 15 at day 3 and day 7. The X and Y axes represent the values of transcription induction factor (TIF). TIF values > 200 are labeled at each time point. TIF were estimated by squaring log2 fold change values of the transcript read counts on lignocellulosic substrates compared to the control condition with maltose. Detailed information is provided (S2 Table).

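The transcription induction factor was computed here as 2 to the power of the log2 fold change. Of the values of S2 Table, 308 could be set beside a log2 change of the supplementary gene list, and 308 of them equal 2 to the power of that change after rounding. The largest square of those log2 changes is 87.4. Over the 53 CAZyme genes, the median factor was 42.96 on aspen, 29.66 on pine and 20.23 on wheat straw at day 3. At day 7 it was 48.06, 65.26 and 121.8. Under DESeq2's normal prior on the fold changes, which moved these values most, the median on aspen at day 7 was 30.68. The replicate block put it at 44.2.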

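At day 3 the highest induction factors of the 53 CAZyme genes were 953.4 on aspen, for 1431101, and 535.7 on pine and 325.3 on wheat straw, both for 1468611. The log2 fold changes of 1468611 at day 3 were 9.697 on aspen (standard error 1.11, adjusted p = 1.84e-06, edgeR), 9.065 on pine (1.07, 1.6e-06) and 8.346 on wheat straw (1.04, 3.72e-06). At day 7 they were 7.696 (0.83, 4.2e-07), 5.954 (0.768, 1.54e-06) and 5.236 (0.743, 8.98e-06). The difference in induction between day 7 and day 3 was -2.001 on aspen (standard error 1.02, adjusted p = 0.227), -3.111 on pine (1.0, 0.0307) and -3.109 on wheat straw (1.0, 0.0272). When the replicate number was a block it was -2.4119 (adjusted p = 0.124), -3.4405 (0.014) and -3.7207 (0.0088). Without maltose day 3 replicate 3, the difference for 1468611 was -3.463, -4.573 and -4.571, the largest move of any setting.
For 1431101 the log2 fold change was 9.897 on aspen (standard error 0.908), 3.27 on pine (0.676) and 3.653 on wheat straw (0.684) at day 3, and 8.626 (0.7), 1.014 (0.534) and 4.452 (0.583) at day 7. Its difference between the days was -1.271 on aspen (adjusted p = 0.363), -2.256 on pine (0.054) and 0.7991 on wheat straw (0.486). The replicate block gave -1.4136, -2.2799 and 0.6103. The normalized read count of 1468611 on maltose was 47.12 ± 41.9 (SD, n = 2) at day 3 and 128 ± 60.8 (SD, n = 3) at day 7. On aspen it was 39910 ± 13800 (SD, n = 2) and 26240 ± 10100 (SD, n = 3). On pine it went from 25300 ± 15500 to 8035 ± 4760, and on wheat straw from 14960 ± 2290 to 4900 ± 3060 (SD, n = 3).

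**Figure D3:**
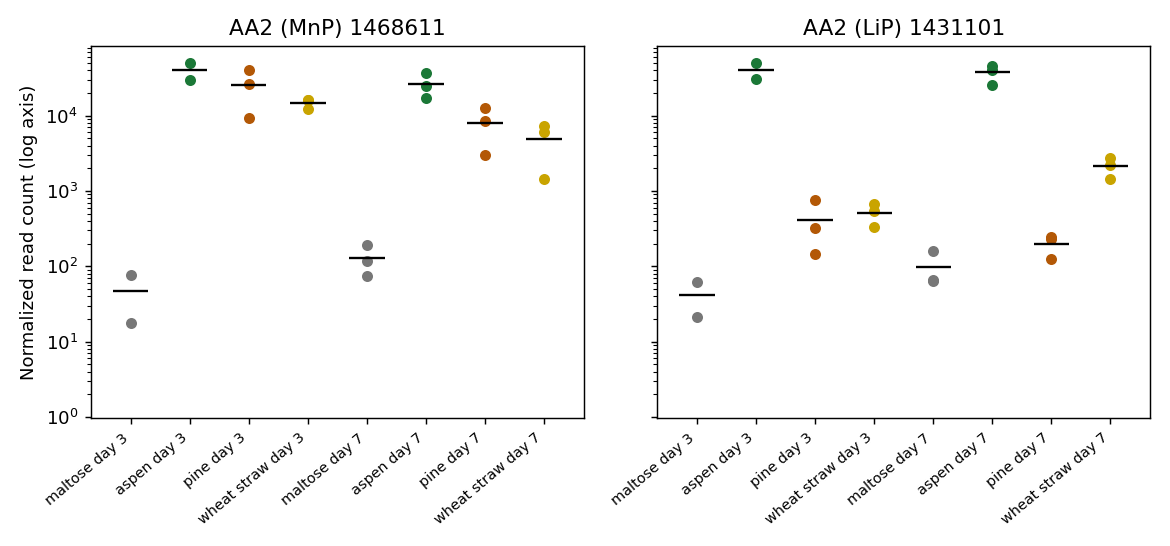
Normalized read counts (vertical axis, log scale) of the AA2 genes 1468611 and 1431101 in the 8 groups of substrate and day (horizontal axis); points are samples and lines are group means. The mean of 1468611 is 47.12 on maltose and 39910 on aspen at day 3, and that of 1431101 is 410 on pine and 40610 on aspen at day 3.

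From the lower induction of these peroxidases at day 7, the paper proposes that their regulation was finely controlled.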

At day 3, the most highly up-regulated CAZymes were the lignin-active peroxidases in nodes 7 and 15 (AA2-Mnp/Lip; protein ID: 1468611, 1431101), which were less-strongly up-regulated at day 7, suggesting that their regulations were finely controlled. The tight regulation could possibly expose cellulose and hemicellulose polymers from lignin while minimizing oxidative damage to the fungus. This phenomenon is in accordance with the dynamics of MnP or LiP gene transcription in *P*. *carnosa* and the detection of the enzymes in the secretomes of *C*. *subvermispora* [25–27]. 

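Transcription induction factors above 200 were found at day 7 for 23 of the 53 CAZyme genes on wheat straw, 4 on aspen and 4 on pine. The highest values were 906.8, 395.2 and 392.1 on the same substrates. At day 3 the numbers were 2 on aspen, 3 on pine and 3 on wheat straw. In the fit with the replicate block, 23 genes on wheat straw and 7 values on aspen and pine together were above 200 at day 7. DESeq2's normal prior gave 15 on wheat straw and 3 on aspen and pine. Leaving out single samples gave 21 to 25 on wheat straw and 6 to 14 on aspen and pine. All day 7 groups have n = 3 cultures.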

At day 7, almost all of highly up-regulated CAZymes (transcription induction factor > 200) were from the cultivation on the wheat straw substrate (Fig 4). 

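On wheat straw at day 7, 13 of the 23 genes with an induction factor above 200 carry a CBM1 and 7 are AA9. They include all 18 genes for which S2 Table reports a factor above 200, 11 of these with CBM1. The highest factors were 906.8 for a GH7 gene, 786.1 for 1374028 (AA9), 737.4 for 1375723 (GH12), 734.5 for 1417214 (AA9) and 717 for 1435885 (CBM1-GH10). Median factors on wheat straw were 438.7 for the 14 genes with CBM1 and 70.19 for the 39 others. Leaving out single samples gave 21 to 25 genes above 200, and DESeq2's normal prior 15.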

There were 18 CAZymes and the majority had a CBM1 attached including four AA9, AA8-AA3_1, two GH10, GH5_5, GH5_7, GH6, GH7, GH12, GH45, GH131, CE1, CE15, and CBM1. The cellobiose dehydrogenase-coding gene (CDH; AA8-AA3_1; protein ID:1401955) co-regulated with three LPMOs (AA9) grouped in node 7 (Table 1) showed strong up-regulation on the three lignocellulosic substrates (e.g. transcription induction factor 351 on the wheat straw substrate at day 7; Fig 4), suggesting that the CDH might promote the activity of these LPMOs via electron transfer [28]. 

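The induction factor of 1401955 was 525.8 on wheat straw at day 7, from a log2 fold change of 9.038 (standard error 0.752, adjusted p = 1.78e-08, edgeR, n = 3 against n = 3). At day 7 it was 88.81 on aspen and 113 on pine. The day 3 factors were 80.81 on aspen (log2 fold change 6.336, standard error 0.828), 51.76 on pine (5.694, 0.789) and 87.72 on wheat straw (6.455, 0.818). A shrunken estimate from DESeq2's normal prior put the wheat straw value at day 7 at 355.9, and leaving out wheat straw day 7 replicate 1 put it at 372.8. The paper proposes that the cellobiose dehydrogenase promotes the activity of the LPMOs via electron transfer, from its induction together with the 3 AA9 genes of node 7.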

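The 11 genes of the GH3, GH5, GH6, GH7, GH45 and GH131 families in nodes 7, 8, 14 and 15, 5 of them with CBM1, were up-regulated in 66 of 66 comparisons with maltose. Their log2 fold changes ranged from 3.528 to 9.825 with a median of 6.47, and the largest adjusted p (edgeR) was 0.0108. Medians over these genes were 6.566 on aspen, 6.206 on pine and 5.288 on wheat straw at day 3, beside 5.436, 4.804 and 4.531 for the 8 AA9 genes. At day 7 they were 6.484, 6.707 and 8.581, beside 6.661, 6.23 and 8.916. All 66 comparisons passed with the replicate block, and 34 with Bonferroni correction. The day 3 fits used n = 2 maltose and n = 2 aspen cultures, and the rest n = 3. The paper describes the LPMO genes as seemingly co-regulated with these hydrolases, and reasons from such combinations that hydrolytic and oxidative activities were induced together.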

LPMO coding genes were seemingly co-regulated with hydrolytic enzymes active on beta-1,4-glycans such as GH3, GH5, GH6, GH7, GH45, and GH131. Since LPMOs display oxidative cleavage of crystalline cellulose [28], the combinations of these CAZymes indicated the simultaneous induction of hydrolytic and oxidative activities (Fig 4). Some LPMOs were highly up-regulated as the transcription induction factors were 115 at day 3 and 412 at day 7 on the wheat straw substrate (AA9; 1374028, 1417214; Fig 4 and S2 Table). 

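On wheat straw at day 3, 1374028 had an induction factor of 279.1 (log2 fold change 8.125, standard error 1.18, adjusted p = 2.07e-05, edgeR, n = 3 against n = 2 maltose cultures) and 1417214 had 192.8. At day 7 the factors were 786.1 and 734.5, the latter from a log2 fold change of 9.521 (standard error 0.926, adjusted p = 1.19e-07, n = 3 against n = 3). The day 3 value of 1374028 depended on a single maltose culture, since it rose to 2794 without maltose day 3 replicate 3. It also depended on the method, and was 85.96 under DESeq2's normal prior. That prior gave 349.8 for 1417214 at day 7.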

LPMOs in different fungal species had similar transcriptional regulations during lignocellulosic degradation. The white-rot fungi *Phlebia radiata* and *Phlebiopsis gigantea* showed up-regulation of the genes during the growth on spruce and loblolly pine wood respectively [29,30]. Also, secreted LPMOs were found in *Phanerochaete chrysosporium* and *Ceriporiopsis subvermispora* [26,27,31,32].

Incidentally, expansin (EXPN) showed unique transcriptional patterns for the lignocellulosic substrates in comparison to maltose (S4 File). 

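The 4 expansin genes were up-regulated on pine at both days (adjusted p under 0.05, edgeR). Their log2 fold changes on pine at day 3 and day 7 were 1.587 and 1.644 for 1451679, 1.782 and 2.627 for 1467568, 0.7408 and 1.722 for 1470236, and 2.339 and 2.762 for 316489. The adjusted p was highest for 1470236 at day 3, at 0.0425. On aspen and wheat straw, 5 of the 16 comparisons of these genes were also up-regulated, all at day 7, with log2 fold changes of 0.8477 (1467568) and 1.152 (316489) on aspen and 1.035 (1467568), 0.9123 (1470236) and 1.201 (316489) on wheat straw. None was down-regulated.
Of the 60 comparisons of the other 10 genes, 35 were down-regulated and 3 up-regulated. The genes 1477520, 1386069, 1373750 and 148891 were lower than on maltose in all 6 comparisons, and the lowest log2 fold change was -6.115 for 1386069 on aspen at day 7 (adjusted p = 3.76e-07). The up-regulated ones were 1440495 and 1463757 on pine at day 7 (0.8396 and 1.137) and 1424314 on wheat straw at day 7 (1.191). The replicate block gave 3 of the 4 genes up on pine at day 3, 4 at day 7, and again 35 down-regulated comparisons. Under Bonferroni correction 0 of the 4 passed on pine at day 3 and 3 at day 7. Aspen and maltose at day 3 have n = 2, the remaining groups n = 3.

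**Figure D4:**
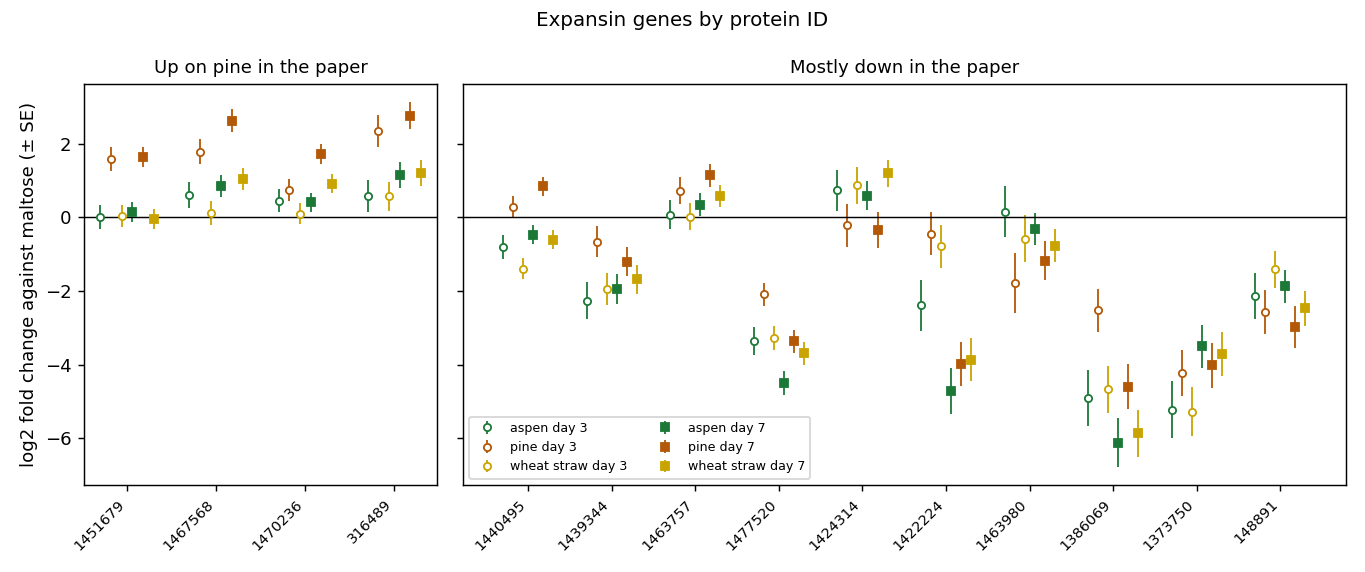
Log2 fold change against maltose at the same day (vertical axis, bars are ± standard error) of 14 expansin genes by protein ID (horizontal axis); circles are day 3, squares are day 7, and colours are substrates. On pine the 4 genes of the left panel lie between 0.7408 and 2.762, and 1386069 on aspen at day 7 lies lowest at -6.115.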

While four expansin coding genes showed the moderate up-regulation only on the pine substrates at day 3 and 7 (EXPN; 1451679, 1467568, 1470236, 316489), other ten genes were mostly down-regulated on each of the lignocellulosic substrates at two time points (EXPN; 1440495, 1439344, 1463757, 1477520, 1424314, 1422224, 1463980, 1386069, 1373750, 148891). There might have been some transcriptional regulations induced by the pine substrate. This peculiar phenomenon remains to be elucidated.

### Secretomic responses to the lignocellulosic substrates

We examined secretomic responses to the lignocellulosic substrates by comparing secreted proteins detected at day 3 and day 7. The CAZyme-enriched nodes (7, 8, 14, 15) were part of six nodes that showed the highest number of secreted proteins (> 9 protein count) among the total of 49 nodes containing secreted proteins (Table 2). A greater number of proteins was detected at day 7 compared to day 3, suggesting the accumulation of secreted enzymes in the culture medium over time.

**Table 2:** Secretomic responses to the lignocellulosic substrates at day 3 and day 7.

Node	Day 3 only	Day 3 and Day 7	Day 7 only
7		AA8-AA3_1, AA9-CBM1, AA9, CBM1-CE16, CBM1-GH10, CBM1-GH5_7, GH79, Peptidase S53	AA9-CBM1
8	Ceramidases	GH28	AA3_2, AA5_1
14		Aldose_1-epimerase, CBM1-CE1 (2), CBM1-CE15, CBM1-GH10, CBM1-GH5_5, CE16, CE8, GH12 (2), GH131-CBM1, GH43, GH45	GH53, GH78, GH115
15		AA9 (4), Carboxylesterase_and_related_proteins (#1468641), CBM1-GH5_5, GH7 (2), SSP (#1437297), Unknown (# 1439153)	AA2 (LiP), CE16, Unknown (#1446065)

Secreted proteins were detected under the cultivations on the lignocellulosic substrates. Unknown: Proteins with unknown function. SSP: Small secreted proteins which size is smaller than 300 aa. #: Protein ID. The number of gene copies is indicated in brackets. Details of the selected six nodes are provided (S3 File).

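The transcripts of the 4 genes were already above maltose at day 3. The log2 fold changes of 1431101 at day 3 were 9.897 on aspen, 3.27 on pine and 3.653 on wheat straw (standard errors 0.908, 0.676 and 0.684). For 1480943 they were 5.995, 3.511 and 4.098, with adjusted p values (edgeR) of 0.000927, 0.0121 and 0.00704. The AA3_2 genes had 2.206, 2.619 and 1.909 (1463000) and 2.813, 3.877 and 2.752 (1465734).
From day 3 to day 7 the level of 1431101 changed by -0.1013 on aspen (adjusted p = 0.913), -1.086 on pine (0.105) and 1.968 on wheat straw (0.00454) on the log2 scale. The level of 1465734 rose by 1.814 on aspen, 2.508 on pine and 2.543 on wheat straw. For the other AA3_2 gene, 1463000, no change was detected. Its values were 0.3756 on aspen (adjusted p = 0.414, edgeR), 0.4436 on pine (0.219) and -0.03449 on wheat straw (0.932). The level of 1480943 rose by 3.295 on pine (adjusted p = 0.0071). Its change was 1.806 on aspen (0.197) and 0.2049 on wheat straw (0.86). Maltose and aspen at day 3 have n = 2 cultures and the other groups n = 3. With the replicate block, the difference in induction of 1431101 between the days was -1.4136 on aspen, -2.2799 on pine and 0.6103 on wheat straw. The setting that moved the values of 1431101 most was the fit without maltose day 3 replicate 3, which reversed the wheat straw difference from 0.7991 to -0.21024. From the detection of these proteins at day 7 only, the paper proposes a possible limit on their earlier secretion by post-transcriptional regulation.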

Notably, the oxidative enzymes (AA2-LiP; protein ID: 1431101) for lignin degradation and the partner enzymes glyoxal oxidase (AA5_1, 1480943) and GMC oxido-reductases (AA3_2, 1463000, 1465734) for hydrogen peroxide production were detected only at day 7, suggesting that the secretion of such enzymes at day 3 could have been limited by post-transcriptional regulations. We evaluated the correlation between the transcriptome and secretome in response to each substrate at each time point. The two omics patterns were moderately correlated (the correlation co-efficient ranging from 0.30 to 0.44; p < 0.001; S3 Table). 

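The spectral counts come from the paper's secretome table, and the transcript levels from the count files. Across the 278 proteins of that table, Spearman correlations between mean log2 normalized read counts and spectral counts were 0.25 on maltose, 0.257 on aspen, 0.265 on pine and 0.356 on wheat straw at day 3. At day 7 they were 0.371, 0.274, 0.275 and 0.399. Permutation p values over the 8 relations ran from 1e-05, the smallest 100000 permutations can give, to 3e-05, with Benjamini-Hochberg values from 1.333e-05 to 3e-05. These correlations are across genes within a condition, and genes are not independent replicates. Restricting each condition to the proteins with at least 1 spectrum (112 to 233 proteins) lowered the median from 0.274 to 0.227 and spread the values from 0.0458 to 0.364. In that restricted set the permutation p was 0.537 on maltose, 0.0398 on aspen and 0.488 on pine at day 3, without adjustment. It was 0.00711 on maltose and 0.00546 on pine at day 7, and at most 2e-05 in the other 3 conditions. The paper computed its correlations per node, and here they were computed per protein.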

The moderate correlation could be due to the narrow window of our observation points (at day 3 and 7). Also, difficulties in the detection of proteins in the liquid fraction of culture media could have arisen from; 1) delays in mRNA translation; 2) fungal proteins bound to the substrates; or 3) a lower amount of proteins secreted than the detection limit.

### Metabolic adaptations to the lignocellulosic substrates

We investigated fungal metabolic adaptations during the growth on the lignocellulosic substrates at day 3 and day 7 using the annotation databases Gene Ontology (GO), Kyoto Encyclopedia of Genes and Genomes (KEGG), and EuKaryotic Orthologous Groups (KOG) [33–35]. The functional annotations found in all 456 nodes are provided (S4 File).

A total of 150 out of 456 nodes contained statistically enriched functional annotations (adjusted p < 0.01; S1 Table). There were twenty nodes showing either up-regulation/high transcription on two or three lignocellulosic substrates, and also up-regulation/high transcription specific to the pine substrate (S4 and S5 Tables).

The terms relating to putative hydrolases active on carbohydrates were enriched in nodes 7, 14, and 15 (S4 Table). Putative dehydrogenases, oxidoreductases or peroxidases were also enriched in nodes 7, 8, 19, 22, and 23. These enriched terms confirmed that the fungus executed hydrolytic and oxidative processes for the breakdown of the lignocellulosic substrates, which was discussed earlier in the transcriptomic and secretomic responses (Tables 1 and 2). The up-regulation of the genes was accompanied by predicted transporters in nodes 23 and 39 potentially involved in carbohydrate assimilation (S4 Table). 

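Of the nodes named, the gene lists of nodes 9 and 40 are in the files analysed here, and that of node 63 is not. The mean log2 fold change of node 9 at day 3 was 2.847 ± 0.123 on aspen, 3.515 ± 0.299 on pine and 3.195 ± 0.171 on wheat straw (SD between replicates, n = 2 for aspen, n = 3 otherwise). At day 7 it was 2.947 ± 0.803, 3.194 ± 0.821 and 2.6 ± 0.805 (n = 3). Node 40 had 3.933 ± 0.149, 3.373 ± 0.38 and 2.813 ± 0.281 at day 3, and 4.196 ± 0.433, 3.569 ± 0.42 and 4.146 ± 0.366 at day 7. Without maltose day 7 replicate 3, the day 7 values of node 9 rose to 3.661, 3.897 and 3.26. Bonferroni correction lowered node 40 on wheat straw at day 3 to 1.552. From the enriched P450 terms in these nodes, the paper proposes an adjustment to toxic compounds released during degradation.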

The terms for predicted cytochrome P450s were enriched in nodes 9, 40, and 63, suggesting that the fungus adjusted to exposure to toxic compounds released from the lignocellulosic substrates during the degradation process (S4 Table). The findings suggest that the white-rot fungus *P*. *coccineus* might have used a common set of P450 genes for the fungal adaptation to diverse lignocellulosic substrates. The detoxification response of *P*. *coccineus* to lignocellulosic substrates somewhat differs from that of the brown-rot fungus *Postia placenta*, which showed a higher transcription of P450 genes and specific P450 protein secretion during the growth on pine (i.e. *Pinus strobes*) in comparison to aspen (i.e. *Populus gigantea*) [32]. The different culture conditions and compositions in wood extractives might have contributed to the variations of the fungal responses.

Nodes 2 and 3 were enriched with the terms for putative chitinases and putative 1,3-beta-glucan synthases respectively (S5 Table). 

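On pine, the GH18 chitinase 1433997 had a log2 fold change of 1.988 at day 3 (standard error 0.319, adjusted p = 4.11e-05, edgeR) and 2.574 at day 7 (0.28, 1.86e-07). The chitin synthase 1467191 had 2.399 (0.33, 7.88e-06) and 3.349 (0.293, 1.2e-08). For the GT48 genes of node 3, the values at day 3 and day 7 were 1.388 and 1.098 (1436152) and 2.014 and 1.56 (1479981). On aspen and wheat straw, the node 2 genes lay between 0.5934 and 1.49 over both days, and the GT48 genes between -0.1541 and 1.187. As a whole, node 2 had a mean log2 fold change on pine of 2.016 ± 0.35 at day 3 and 2.528 ± 0.329 at day 7 (SD between replicates, n = 3), and node 3 had 1.873 ± 0.259 and 2.03 ± 0.371. Bonferroni correction took node 2 on pine at day 3 to 0.8921, and node 3 to 0.8359. The pine groups have n = 3 cultures and maltose at day 3 has n = 2.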

Comparing the enriched terms with the CAZy annotations confirmed the predicted functions for one chitinase (protein ID: 1433997, CAZyme: GH18), with a chitin synthase (1467191, GT2) in node 2 and two b-1,3-glucan synthases (1436152 and 1479981, GT48) in node 3. These terms indicate that there might have been remodeling of the fungal cell wall during the growth on the pine substrate. In addition, four nodes (4, 33, 56, 58) had enriched terms for putatively involved in signal transduction such as protein kinases, which might have contributed to the signaling cascade driving the fungal response to the pine substrate (S5 Table).

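The genes of nodes 4 and 33 are listed in the files analysed here, and those of nodes 56 and 58 are not. On pine the mean log2 fold change of node 4 was 1.885 ± 0.436 at day 3 and 2.332 ± 0.377 at day 7, and that of node 33 was 2.456 ± 0.328 and 2.435 ± 0.157 (SD between replicates, n = 3). Node 33 was selected only on pine at both days and node 4 at day 7. Counting genes that fail Bonferroni correction as 0 gave 0.827 and 1.662 for node 4, and 1.488 and 1.679 for node 33. The paper proposes that the protein kinases and related genes of these nodes contributed to the signaling cascade in the response to pine.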

## Conclusions

We examined transcriptomic and secretomic models of *P*. *coccineus* CIRM-BRFM 310 at two time points in response to three different types of lignocellulosic substrates representing gramineae, softwood and hardwood. The transcriptomic approach unveiled the dynamic changes of genome-wide transcription levels while the secretomic approach identified sets of enzymes involved in the synergistic depolymerization of the lignocellulosic substrates. Co-regulated genes and corresponding co-secreted proteins were determined and their biological roles were extrapolated using the enriched CAZymes and other functional annotations. Although our observations were limited to two time points, the fungus seemed to execute an almost simultaneous recruitment of various enzymes targeting cellulose, hemicelluloses, lignin and pectin, rather than a step-by-step degradation of the plant polymers. A composite of hydrolases, esterases and oxido-reductases active on plant cell walls might have been simultaneously secreted to achieve lignocellulose decomposition. Genes coding for enzymes associated with a carbohydrate binding module (CBM1) were strongly up-regulated and their proteins were secreted in response to the lignocellulosic substrates. 

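The 14 CAZyme genes of S2 Table with CBM1 were up-regulated in 82 of 84 comparisons with maltose. Their mean log2 fold change (± SD over genes) was set against that of the 39 other CAZyme genes of S2 Table. The test was a permutation over genes, which are not independent replicates. Table 1 lists further CAZymes of nodes 7, 8, 14 and 15, including a gene with CBM1, that are not in S2 Table and were not tested. On wheat straw at day 7 the means were 8.698 ± 0.6445 and 6.371 ± 1.875, a difference of 2.327 (permutation p = 6e-05, Benjamini-Hochberg value over the 6 comparisons 0.00036). On pine at day 7 they were 6.954 ± 1.103 and 5.63 ± 1.287, a difference of 1.324 (permutation p = 0.00122, adjusted 0.00366). The difference on aspen at day 7 was 0.6959 (permutation p = 0.08824, adjusted 0.1765). At day 3 the differences were 0.1813 on aspen, 0.04867 on pine and -0.3685 on wheat straw, with permutation p values of 0.7325, 0.9128 and 0.4861. With the replicate block the wheat straw difference at day 7 was 2.208, and with DESeq2's normal prior 1.886, the largest move. The fold changes rest on n = 3 cultures per group at day 7, and at day 3 on n = 2 for maltose and aspen. The paper concludes that genes of enzymes with a CBM1 were strongly up-regulated on the lignocellulosic substrates.

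**Figure D5:**
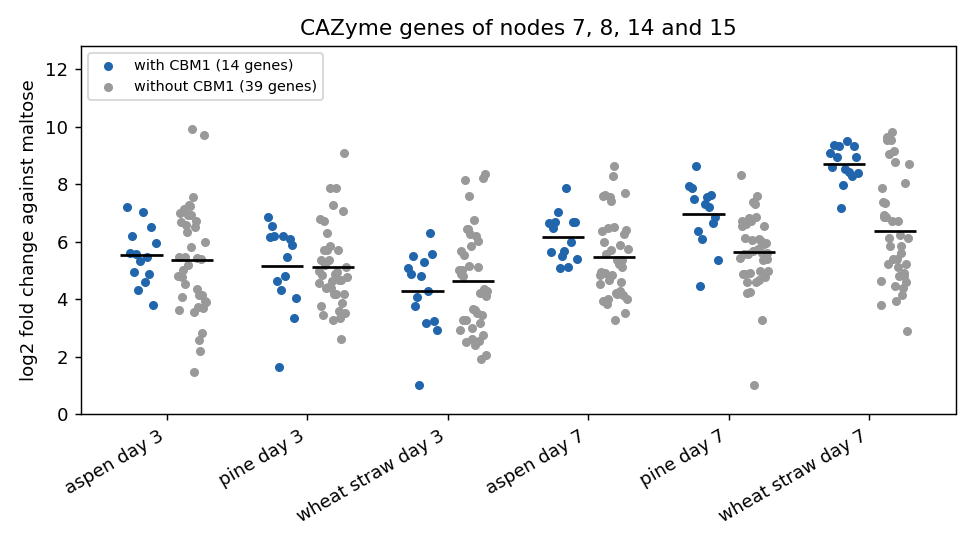
Log2 fold change against maltose at the same day (vertical axis) for each substrate and day (horizontal axis). The 14 CAZyme genes of S2 Table with CBM1 are blue and the 39 without are grey. Points are genes and lines are means. The means on wheat straw at day 7 are 8.698 with CBM1 and 6.371 without.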

Secreting abundant sets of CBM1-associated CAZymes could improve the efficiency of the degradation of plant cell wall polymers as CBM1 enhances the binding of CAZymes to cellulose. 

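From day 3 to day 7, the transcript level in the edgeR fit rose for 50 of the 53 CAZyme genes on wheat straw. It rose for 50 on pine, 43 on aspen and 48 on maltose. Falls with an adjusted p under 0.05 (edgeR) numbered 1 on wheat straw, 1 on pine and 0 on aspen. The level of the AA2 gene 1468611 changed by -0.5941 on aspen, -1.704 on pine (standard error 0.634, adjusted p = 0.036) and -1.703 on wheat straw (0.634, 0.0343) on the log2 scale. That of 1431101 changed by -0.1013 on aspen and -1.086 on pine, and by 1.968 on wheat straw (standard error 0.52, adjusted p = 0.00454). Bonferroni correction, the alternative with the largest effect, left 22 significant rises on wheat straw, 3 on pine and 0 on aspen. Day 3 has n = 2 aspen and maltose cultures, and all other groups have n = 3. Relative to maltose, the induction rose for 47, 41 and 33 genes with the replicate block. From these changes the paper concludes that CAZyme transcription increased over time, with an early regulation of the AA2 peroxidases.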

The plant cell wall-degrading CAZymes exhibited a global increase at the transcription level from day 3 to day 7, except for lignin active peroxidases (AA2), which displayed a unique early regulation at day 3. 

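The AA9 genes of nodes 7 and 15 number 8, and all 48 comparisons with maltose were up-regulated, with and without the replicate block. Induction factors above 200 were reached by 2 of the AA9 genes on wheat straw at day 3, 1 on aspen at day 7 and 7 on wheat straw at day 7. The lowest log2 fold change was 2.996, for 1430659 on wheat straw at day 3 (adjusted p = 0.0317, edgeR, n = 3 against n = 2). It was 1.717 under DESeq2's normal prior. From their number in the nodes of co-regulated and secreted enzymes, the paper reasons that LPMOs were closely involved in the response to the complex substrates.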

A large number of genes coding for LPMOs (AA9) appeared in the omics hotspots of our models, indicating a close involvement of this enzyme family for adaptive responses of *P*. *coccineus* to the complex substrates. Our integrative omics strategies enabled us to combine layers of biological information for better understandings of fungal machineries for decomposition of plant cell walls. The SHIN+GO platform is versatile and can be applied for comparative transcriptomics of different strains or species. Our findings may shed some light on the design of customized enzyme cocktails for the conversion of diverse and highly recalcitrant biomass resources.

## Materials and methods

### Fungal strains and cultures

*P*. *coccineus* CIRM-BRFM 310 was obtained from the International Center of Microbial Resources (CIRM-CF; https://www6.inra.fr/cirm_eng). 5mm discs of mycelium grown on malt agar were used to inoculate Roux flasks containing 200 ml of medium (five discs per flask) and incubated at 30°C. After 15 days, the mycelium was ground (ultraturax 10000 rpm, 60 s) in 100 ml of purified water (MilliQ, Millipore). Five milliliters of this suspension were used for the inoculation of each 250-ml Erlenmeyer flask containing 100 ml of basal medium: diammonium tartrate (1.84 g.L^−1^), Yeast Extract (2.5 g.L^−1^), Maltose (2.5 g.L^−1^), KH_2_PO4 (0.2 g.L^−1^), CaCl_2_·2H_2_O (1.32.10^−2^ g.L^−1^), MgSO4·7H_2_O (0.5 g.L^−1^), FeSO4·7H_2_O (0.07 g.L^−1^), ZnSO4·7H_2_O (7.77.10^−3^ g.L^−1^), MnSO4·H_2_O (3.63.10^−3^ g.L^−1^), CuSO4·5H_2_O (7.2.10^−4^ g.L^−1^) and thiamine (250.10^−3^ g.L^−1^). The test conditions were created by adding one of the following additional components: maltose (20 g.L^−1^ final), ground and sifted wheat straw < 2 mm (15 g.L^−1^), ground and sifted *Pinus halepensis* wood fragments < 2 mm (15 g.L^−1^) or 1 mm Wiley-milled *Populus grandidentata* (15 g.L^−1^) kindly provided by Dan Cullen (Forest Product Laboratory, USDA, Madison, WI). Incubation was carried out at 30°C in a rotary shaker (Infors AG) at 120 rpm. Assays were performed in triplicate.

### RNA preparation and RNA-sequencing

Total RNA was extracted from 3 day and 7 day-old cultures as described [16]. In short, mycelia were harvested by filtering through Miracloth (Calbiochem), squeeze dried, snap frozen in liquid nitrogen and stored at -80°C until use. Frozen fungal pellets were ground using the SamplePrep 6770 FreezerMill (Spex). RNA was extracted from one hundred milligram of ground mycelium in 1 mL TRIZOL (Ambion). RNAs were precipitated with isopropanol (Sigma-Aldrich), treated with DNAse I (QIAGEN) and resuspended in 25 μL RNAse Free water. RNA purity and integrity were analyzed on NanoDrop Spectrophotometer and Agilent 2100 BioAnalyzer. For RNASeq, cDNA libraries were prepared using the TrueSeq RNA-Seq Sample Prep Kit V2 (Illumina Inc., San Diego, CA), and submitted to sequencing using Illumina 2x75 bp technology (Beckman Coulter Genomics). The RNA-seq data are available on NCBI's Gene Expression Omnibus and accession number GSE94878 [36].

### Protein extraction and detection

Secreted proteins were collected from the same cultures, dia-filtered and identified by ESI-MS/MS as described in Couturier et al. (2015). Briefly, short SDS-PAGE runs were performed, allowing 10 μg of proteins to migrate on a 0.5 cm length. Each one-dimensional electrophoresis lane was cut into two slices of gel and protein identification was performed using PAPPSO “Plate-forme d'Analyse Protéomique de Paris Sud-Ouest” platform facilities. In-gel digestion was carried out according to a standard trypsinolysis protocol. Online analysis of peptides was performed with a Q-exactive mass spectrometer (Thermo Fisher Scientific), using a nanoelectrospray ion source. Protein identification was performed by querying MS/MS data against the genome *P*. *coccineus* BRFM 310 v1.0, together with an in-house contaminant database, using the X!Tandem software (X!Tandem Cyclone, Jouy en Josas, France). All peptides matched with an E-value lower than 0.05 were parsed with X!Tandem pipeline software. Proteins identified with at least two unique peptides and a log (E-value) lower than -2.6 were validated. The secretomic information is provided (S5 File).

### Genome and gene annotations

Functional annotations of *P*. *coccineus* with GO, KEGG, KOG, SignalP were obtained from Mycocosm, JGI (http://genome.jgi.doe.gov/Pycco1/Pycco1.home.html). CAZy annotations were obtained from the CAZy group led by Bernard Henrissat (AFMB, Aix Marseille University).

### Data preparation and manipulations

QCed reads from each library were aligned to the genome *P*. *coccineus* BRFM 310 v1.0 using TopHat [37] with only unique mapping allowed. R was used for data manipulations using our customized scripts [38]. Raw read counts obtained from HTSeq were used for the calculation using DESeq2 [39]. A total of 11,430 genes having more than five reads were selected for the analysis. The normalized log2 transformed read count of genes showed similar mean and distribution patterns. The log2 fold difference of the gene expression induced by cultivation on aspen, wheat straw, pine, compared to maltose, was calculated at each time point. The statistically significant genes were selected based on adjusted p value < 0.05 (FDR and Bonferroni correction). Normalized read counts of the genes were produced with the function, counts in DESeq2, which were subsequently log2 transformed [39].

### Transcript abundance of housekeeping genes

Housekeeping genes coding for chitin synthases and NADH dehydrogenases were chosen for comparison of transcription levels between day 3 and 7. Normalized log2 read counts were compared for a total of 26 genes between the combined triplicates from each cultivation condition.

### Construction of integrated omics models

Two-time-point transcriptome and secretome models were constructed using the SHIN pipeline (i.e. the ABCDEFGT workflow with improved capacity) [20]. A SOM was trained with the normalised read count of all conditions using Rsomoclu [40] on the computer clusters at Mesocentre (https://equipex-mesocentre.univ-amu.fr/en/welcome-mesocentre-aix-marseille-universite/). The matrix of 24 x 19 (456) was used with four neighbouring nodes. The resolution of 25 genes per node was used, which was empirically determined. The epoch of 1000 times more than the map size was applied, i.e. 456,000 = 456 (map size) multiplied by 1000. The initial radius for SOM calculation was determined using neighbour distance function in R Kohonen package [41]. The following outputs were visualized; 1) transcriptomic models of all biological replicates in four cultivation conditions at two time points; and 2) combined transcriptomic and secretomic models in four cultivation conditions at two time points.

### Determination of time-course secretomic profiles of *P*. *coccineus*

Nodes containing high numbers of secreted proteins were determined from the 3- and 7-day cultivation on the aspen, pine, and wheat straw substrates. Protein IDs detected in the cultivations on maltose were removed as a background. There were 49 nodes containing secreted proteins for the lignocellulosic substrates. Then, a total of 6 nodes were selected based on the total occurrence of proteins detected above 90th percentile of the protein counts in 49 nodes.

### Correlation of transcriptome and secretome

Spearman's rank correlation was calculated for; 1) genome-wide transcriptome and secretome; and 2) selected genes for only secreted proteins. The correlation coefficients were calculated with the mean transcription level of all nodes from the normalised log2 reads (transcriptome) and the frequency of proteins secreted in each condition at each time point (secretome).

### Term-mining and enrichment analysis

The GO pipeline was used to count the frequency of gene annotations per nodes in the integrated omics models generated from the SHIN pipeline. It was performed using the individual annotation data sets CAZy database [7,8], The Gene Ontology (GO), Kyoto Encyclopedia of Genes and Genomes (KEGG), and EuKaryotic Orthologous Groups (KOG) [33–35]. The appearance of terms was counted using tm package [42]. The genes with the same annotation appearing more than twice in a single node were selected for enrichment analysis. P values of enriched gene annotations per node were calculated using a function phyper in R stats package for the hypergenometric test [43]. The following parameters were considered to estimate the overrepresentation (enrichment) of biological terms in nodes; 1) the number of specific terms of interest in nodes; 2) the number of all terms present in the nodes; 3) the number of specific terms of interest in the genome; 4) the number of all terms present in the genome excluding the specific terms of interest. P values were adjusted using Benjamini-Hochberg (FDR). Annotations with adjusted p values of FDR < 0.01 were considered to be statistically significant.

## Supporting information

S1 Fig Growth of *P*. *coccineus* CIRM-BRFM310 on the substrates. (PDF) Click here for additional data file.

S2 Fig Correlation of normalized read counts from the three biological replicates in four conditions at two time points. (PDF) Click here for additional data file.

S3 Fig Box and density plot of the normalized log2 read counts from three biological replicates in four cultivation conditions at two time points. (PDF) Click here for additional data file.

S4 Fig The normalized log2 transformed read count of housekeeping genes. (PDF) Click here for additional data file.

S5 Fig Transcriptomic profiles of three biological replicates in four cultivation conditions at two time points. (PDF) Click here for additional data file.

S1 Table Statistically significant enrichments in gene annotations per node. (PDF) Click here for additional data file.

S2 Table Transcription induction factors for the up-regulated genes. (PDF) Click here for additional data file.

S3 Table Spearman's rank correlation of transcriptome and secertome per node for day 3 and 7. (PDF) Click here for additional data file.

S4 Table Nodes containing genes up-regulated on at least two lignocellulosic substrates and statistically enriched gene annotations. (PDF) Click here for additional data file.

S5 Table Nodes containing genes specifically up-regulated on pine and statistically enriched gene annotations. (PDF) Click here for additional data file.

S1 File Animated transcriptomic topographies. The animation was made based on the transcriptomic topographies made with mean transcription levels per node for each cultivation condition (Fig 2).
(ZIP) Click here for additional data file.

S2 File Enriched CBM1 attached CAZymes in nodes 7 and 14. The output of the hypergenometric test (adjusted p < 0.05).
(CSV) Click here for additional data file.

S3 File Selected six nodes containing the secreted proteins detected. The table contains protein ID, node ID, secretomic observations at day 3 and 7, high transcription, high log2 fold difference, averaged log2 normalized read counts of replicates, log2 transcriptional changes against maltose, CAZyme and other functional annotations.
(XLSX) Click here for additional data file.

S4 File All 456 nodes with detailed information. The large excel spread sheet contains protein ID, node ID, averaged normalized log2 transcript read counts of replicates, log2 transcriptional changes against maltose, specific high transcription, secreted proteins, and corresponding gene annotations (CAZyme, KOG, KEGG, GO).
(XLSX) Click here for additional data file.

S5 File Summary of secretomic information. The excel spread sheet contains protein ID and the number of spectra for all cultivation conditions.
(XLSX) Click here for additional data file.

# Supplementary material for: The integrative omics of white-rot fungus Pycnoporus coccineus reveals co-regulated CAZymes for orchestrated lignocellulose breakdown
**Source:** PLoS One. 2017 Apr 10;12(4):e0175528. doi: 10.1371/journal.pone.0175528
**Supplement:** S1 Fig

S1 Figure. Growth of *P. coccineus* CIRM-BRFM310 on the substrates.

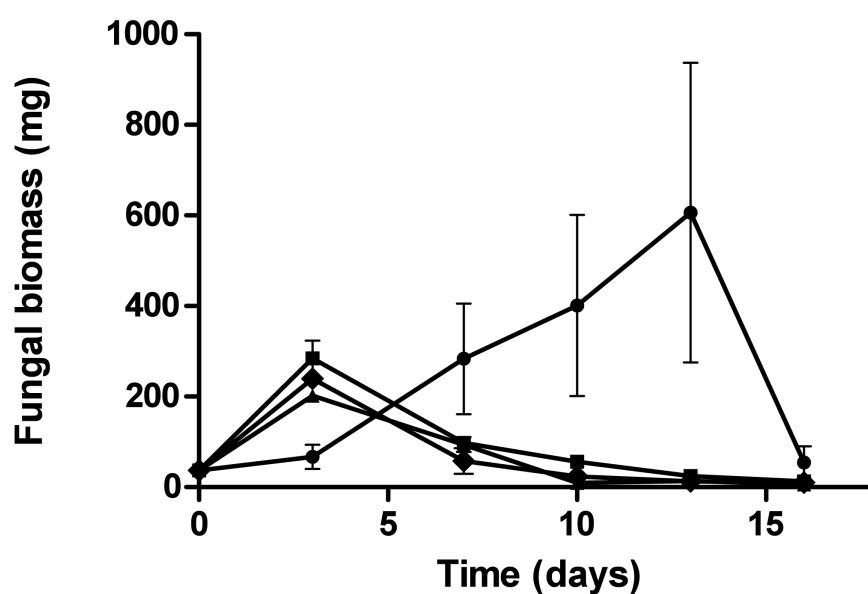

Maltose (circle), wheat straw (square), pine (triangle) and aspen (diamond) determined with the qPCR method (Zhou et al., 2015\*).

\*Zhou S, Grisel S, Herpoël-Gimbert I, Marie-Noëlle R. A PCR-based method to quantify fungal growth during pretreatment of lignocellulosic biomass. J Microbiol Methods. 2015;115: 67–70. doi:10.1016/j.mimet.2015.05.024

# Supplementary material for: The integrative omics of white-rot fungus Pycnoporus coccineus reveals co-regulated CAZymes for orchestrated lignocellulose breakdown
**Source:** PLoS One. 2017 Apr 10;12(4):e0175528. doi: 10.1371/journal.pone.0175528
**Supplement:** S2 Fig

**S2 Figure. Correlation of normalized read counts from the three biological replicates in four conditions at two time points.**

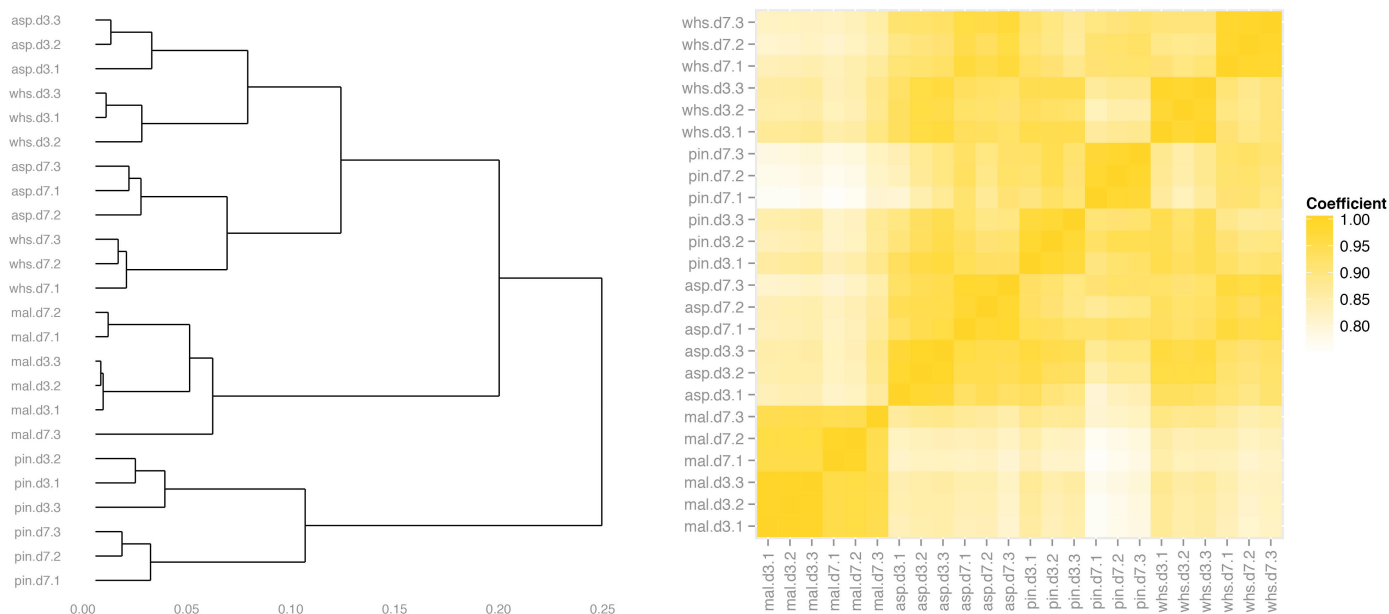

The biological replicates from each condition were highly correlated ( $> 0.9$  Spearman correlation co-efficient). **Left:** Clusters of all biological replicates based on the correlation co-efficient. **Right:** Correlation heatmap of all biological replicates. **mal/asp/pin/whs:** Maltose, Aspen, Pine, Wheat straw. **d3/d7:** Third/seventh day cultures.

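The heatmap shows Spearman correlations across genes between samples. Recomputed from the count files, the replicate pairs of a group gave 0.9975 for maltose and 0.984 for aspen at day 3, with 1 pair each. Pine at day 3 gave 0.9695 to 0.9824 and wheat straw 0.9798 to 0.9953. At day 7 the pairs gave 0.949 to 0.9943 for maltose, 0.9802 to 0.9854 for aspen, 0.9756 to 0.9882 for pine and 0.9864 to 0.9901 for wheat straw. Filtering genes with edgeR's filterByExpr lowered the lowest value to 0.9446. Genes are not independent replicates.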

# Supplementary material for: The integrative omics of white-rot fungus Pycnoporus coccineus reveals co-regulated CAZymes for orchestrated lignocellulose breakdown
**Source:** PLoS One. 2017 Apr 10;12(4):e0175528. doi: 10.1371/journal.pone.0175528
**Supplement:** S3 Fig

**S3 Figure. Box and density plot of the normalised log2 read counts from three biological replicates in four cultivation conditions at two time points.**

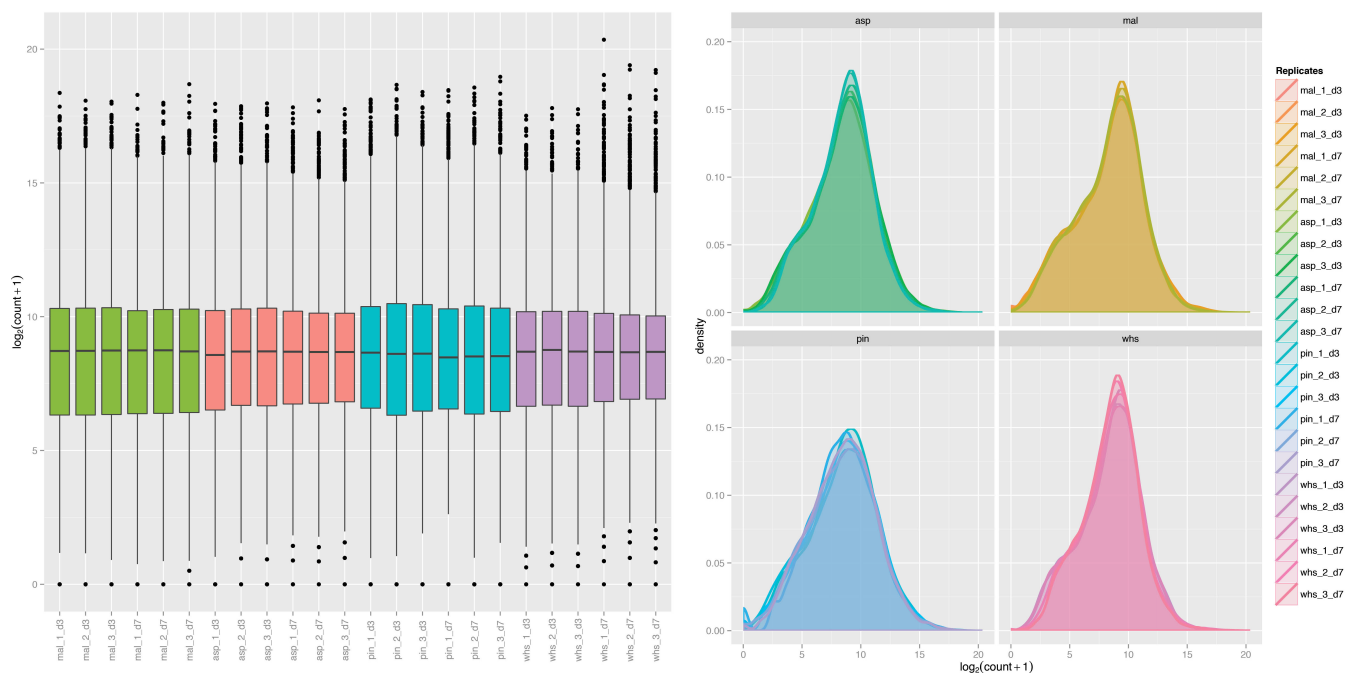

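The distributions are of normalized read counts after a log2 transformation, here with a pseudocount of 1. In the 22 samples of the files analysed here, the median over the 11843 genes lay between 8.354 and 8.665, and the median of these medians was 8.591. It was 8.695 for the genes with a mean of more than 5 reads per sample, a filter chosen after seeing the data.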

The normalized log2 transformed read count of genes used for the integrated omics models showed similar distributions of log2 read count with the median value of approximately 9 for all 24 samples (left). The shape of the density of the log2 reads was almost identical in each cultivation condition (right). **mal/asp/pin/whs:** Maltose, Aspen, Pine, Wheat straw. **d3/d7:** Third/seventh day cultures.

# Supplementary material for: The integrative omics of white-rot fungus Pycnoporus coccineus reveals co-regulated CAZymes for orchestrated lignocellulose breakdown
**Source:** PLoS One. 2017 Apr 10;12(4):e0175528. doi: 10.1371/journal.pone.0175528
**Supplement:** S4 Fig

S4 Figure. The normalised log2 transformed read count of housekeeping genes.

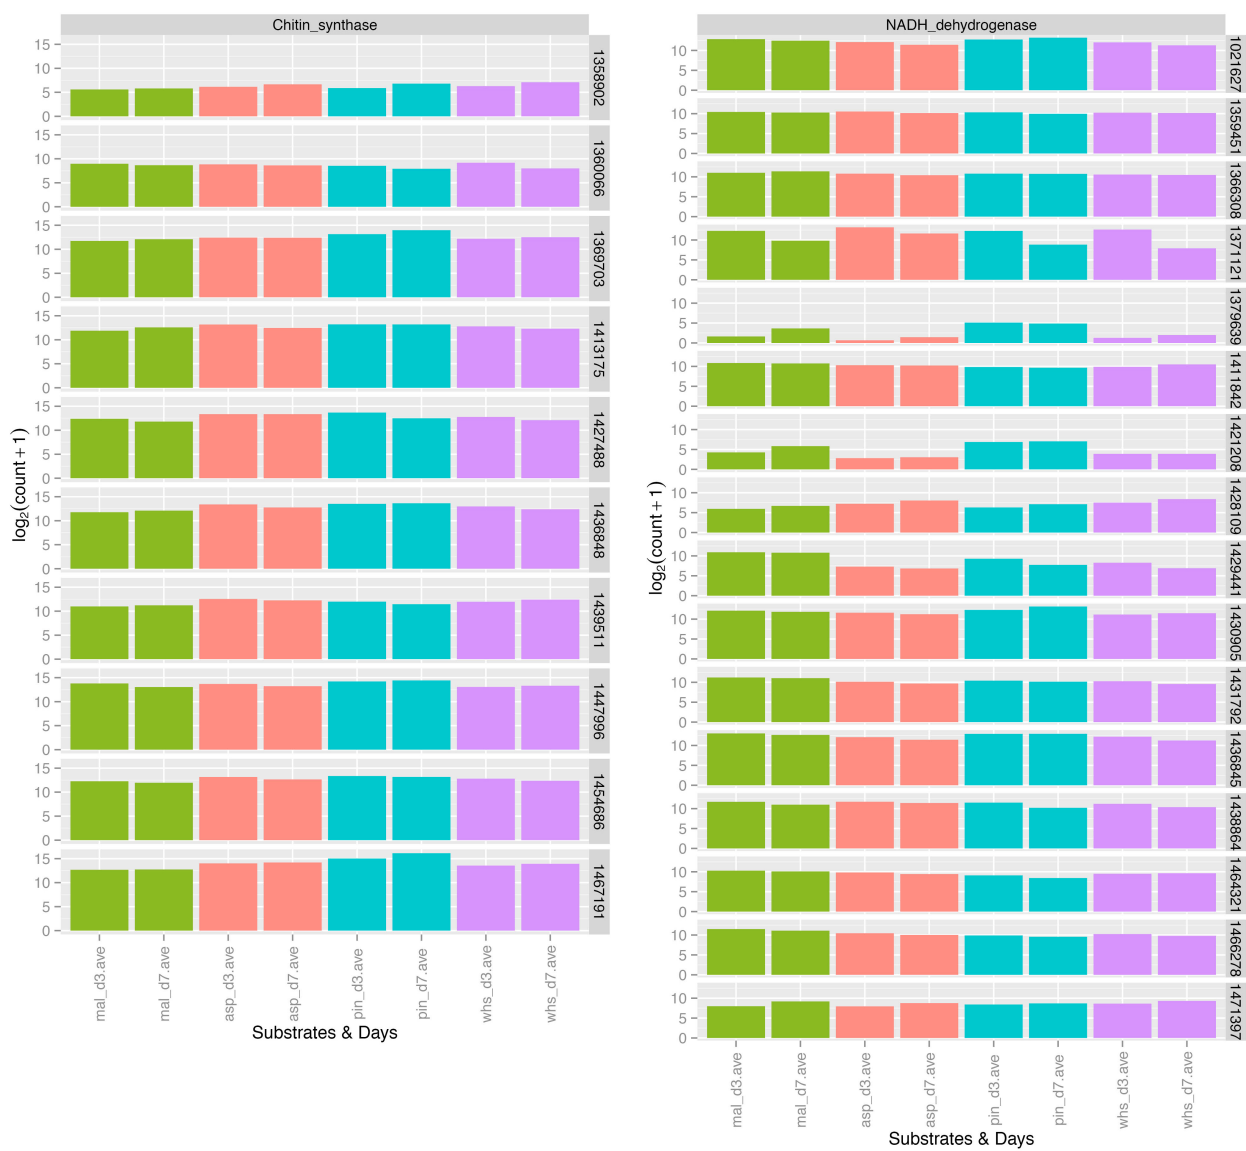

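The plotted genes are compared by family. From day 3 to day 7, 1 of the 10 chitin synthase genes changed on maltose, 0 on aspen, 6 on pine and 5 on wheat straw (adjusted p under 0.05, edgeR). Of the 16 NADH dehydrogenase genes, 2 changed on maltose, 5 on aspen, 6 on pine and 8 on wheat straw. Over all 104 comparisons, 14 log2 changes were larger than 1 in either direction, whatever their p. The groups hold n = 3 cultures, except n = 2 for maltose and aspen at day 3.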

Predicted chitin synthase (10 genes) and NADH dehydrogenase (16 genes) from all conditions - cultivations on four substrates at two time points. **mal/asp/pin/whs**: Maltose, Aspen, Pine, Wheat straw. **d3/d7**: Third/seventh day cultures.

# Supplementary material for: The integrative omics of white-rot fungus Pycnoporus coccineus reveals co-regulated CAZymes for orchestrated lignocellulose breakdown
**Source:** PLoS One. 2017 Apr 10;12(4):e0175528. doi: 10.1371/journal.pone.0175528
**Supplement:** S5 Fig

**S5 Figure. Transcriptomic profiles of three biological replicates in four cultivation conditions at two time points.**

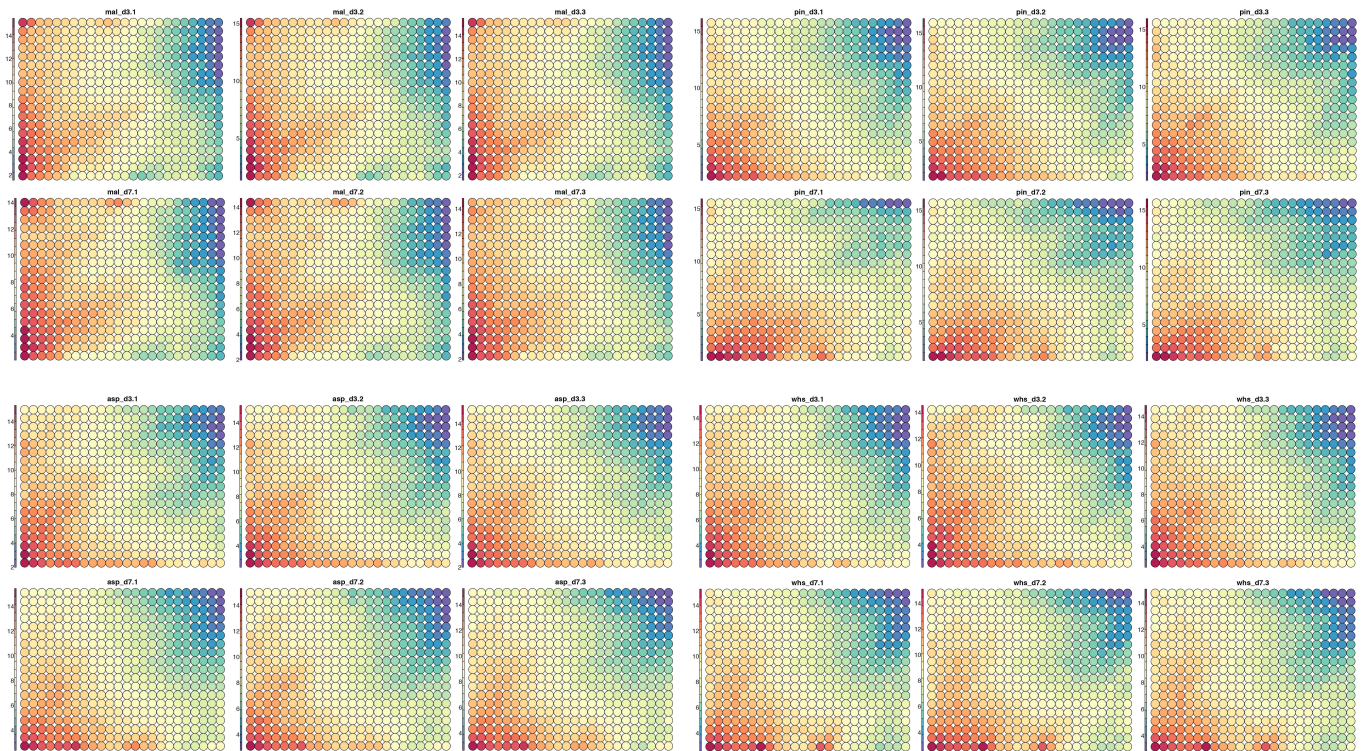

Y axis represents the level of mean log<sub>2</sub> read counts per node. **mal/asp/pin/whs**: Maltose, Aspen, Pine, Wheat straw. **d3/d7**: Third/seventh day cultures. The transcriptomic topographies made with individual replicates in each growth condition showed consistent patterns, suggesting that the biological triplicates behaved similarly under each condition. Globally, the highly transcribed nodes were clustered on the left bottom while the lowly transcribed nodes were on the right top corner in the transcriptomic topographies. The transcriptomic responses to maltose showed highly transcribed nodes located on the vertical left edge whereas the responses to the plant substrates shaped rather spread horizontally towards the bottom in the transcriptomic topographies.

# Supplementary material for: The integrative omics of white-rot fungus Pycnoporus coccineus reveals co-regulated CAZymes for orchestrated lignocellulose breakdown
**Source:** PLoS One. 2017 Apr 10;12(4):e0175528. doi: 10.1371/journal.pone.0175528
**Supplement:** S1 Table

**S1 Table. Statistically significant enrichments in gene annotations per node.**

The gene annotation datasets were based on the Gene Ontology (GO), Kyoto Encyclopedia of Genes and Genomes (KEGG), and EuKaryotic Orthologous Groups (KOG; Ogata et al., 1999; Tatusov et al., 2003; Blake et al., 2015). **Com**: Nodes commonly highly transcribed among all cultivation conditions regardless of the time points. **Mal**: Nodes highly transcribed on maltose regardless of the time points. **Pln**: Nodes specifically transcribed on plant substrates; aspen, pine, wheat straw regardless of the time points. **Caz**: Nodes with enriched Cazymes. **Det**: Nodes with enriched genes for detoxification processes.

# Supplementary material for: The integrative omics of white-rot fungus Pycnoporus coccineus reveals co-regulated CAZymes for orchestrated lignocellulose breakdown
**Source:** PLoS One. 2017 Apr 10;12(4):e0175528. doi: 10.1371/journal.pone.0175528
**Supplement:** S2 Table

**S2 Table. Transcription induction factors for the up-regulated genes.**

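The induction factors in the table compare a lignocellulosic substrate with maltose at the same day, so a lower factor at day 7 can come from either level. For 1468611 the factor was 830.1 on aspen, 535.7 on pine and 325.3 on wheat straw at day 3, and 207.4, 62.01 and 37.69 at day 7. For 1431101 it was 953.4, 9.647 and 12.58 at day 3, and 395.2, 2.02 and 21.89 at day 7. The read count of 1468611 on maltose changed by 1.407 on the log2 scale between the days (standard error 0.771, adjusted p = 0.263, edgeR, n = 2 and n = 3), and that of 1431101 by 1.169 (adjusted p = 0.255).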

**MnP**: Manganese Peroxidases, **LiP**: Lignin Peroxidase, **Glx**: Glyoxal Oxidase. **Blue highlight**: Auxiliary Activity enzymes coding genes with a decrease in induction factor at Day 7 in comparison to Day 3. **Mal/Asp/Pin/Whs**: Maltose, Aspen, Pine, Wheat straw.

# Supplementary material for: The integrative omics of white-rot fungus Pycnoporus coccineus reveals co-regulated CAZymes for orchestrated lignocellulose breakdown
**Source:** PLoS One. 2017 Apr 10;12(4):e0175528. doi: 10.1371/journal.pone.0175528
**Supplement:** S3 Table

**S3 Table. Spearman's rank correlation of transcriptome and secretome per node for day 3 and 7.**

|                            | Day 3 transcriptome | Day 7 transcriptome |
|----------------------------|---------------------|---------------------|
| Maltose Day3 secretome     | 0.30 (0.27)         | 0.31 (0.27)         |
| Maltose Day7 secretome     | 0.30 (0.34)         | 0.30 (0.34)         |
| Aspen Day3 secretome       | 0.44 (0.50)         | 0.42 (0.51)         |
| Aspen Day7 secretome       | 0.42 (0.41)         | 0.43 (0.43)         |
| Pine Day3 secretome        | 0.36 (0.35)         | 0.35 (0.38)         |
| Pine Da7 secretome         | 0.44 (0.44)         | 0.43 (0.44)         |
| Wheat straw Day3 secretome | 0.43 (0.49)         | 0.43 (0.52)         |
| Wheat straw Day7 secretome | 0.41 (0.36)         | 0.43 (0.45)         |

**Left values:** Genome-wide transcriptome and corresponding secretome. **Right values in parentheses:** Selected genes for secreted proteins only. The mean transcription level of all nodes was used as a transcriptomic representation and the frequency of proteins secreted was used as a secretomic representation.  $p < 0.001$ .

# Supplementary material for: The integrative omics of white-rot fungus Pycnoporus coccineus reveals co-regulated CAZymes for orchestrated lignocellulose breakdown
**Source:** PLoS One. 2017 Apr 10;12(4):e0175528. doi: 10.1371/journal.pone.0175528
**Supplement:** S4 Table

**S4 Table. Nodes containing genes up-regulated on at least two lignocellulosic substrates and statistically enriched gene annotations.**

| Node | Day3 | Day7 | Database | Enriched Terms                                                                                                                                                                      |
|------|------|------|----------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| 5    | APW  | APW  | KOG      | FOG RRM domain                                                                                                                                                                      |
| 7    | APW  | APW  | GO       | hydrolase activity, hydrolyzing O-glycosyl compounds; extracellular region; carbohydrate metabolic process; cellulose binding                                                       |
|      |      |      | KOG      | Glucose dehydrogenase/choline dehydrogenase/mandelonitrile lyase (GMC oxidoreductase family)                                                                                        |
|      |      |      | KEGG     | Choline dehydrogenase                                                                                                                                                               |
| 8    | APW  | APW  | KOG      | Glucose dehydrogenase/choline dehydrogenase/mandelonitrile lyase (GMC oxidoreductase family)                                                                                        |
|      |      |      | KEGG     | Choline dehydrogenase                                                                                                                                                               |
| 9    | APW  | APW  | KOG      | Cytochrome P450 CYP4/CYP19/CYP26 subfamilies                                                                                                                                        |
| 12   | APW  | A    | KOG      | Aldo/keto reductase family proteins                                                                                                                                                 |
|      |      |      | KEGG     | With NAD(+) or NADP(+) as acceptor                                                                                                                                                  |
| 14   | APW  | APW  | GO       | polysaccharide catabolic process; hydrolase activity, hydrolyzing O-glycosyl compounds; extracellular region; carbohydrate metabolic process; cellulase activity; cellulose binding |
| 15   | APW  | APW  | GO       | hydrolase activity, hydrolyzing O-glycosyl compounds; polygalacturonase activity; carbohydrate metabolic process; cellulose binding; galacturan 1,4-alpha-galacturonidase activity  |
|      |      |      | KOG      | von Willebrand factor and related coagulation proteins                                                                                                                              |
|      |      |      | KEGG     | Galacturan 1,4-alpha-galacturonidase                                                                                                                                                |
| 16   | APW  | APW  | GO       | cellulose binding                                                                                                                                                                   |
| 19   | APW  |      | KEGG     | Oxidoreductases                                                                                                                                                                     |
| 22   | AW   |      | GO       | peroxidase activity                                                                                                                                                                 |
| 23   | APW  | A    | GO       | oxidoreductase activity                                                                                                                                                             |
|      |      |      | KOG      | Permease of the major facilitator superfamily                                                                                                                                       |
| 24   | APW  | APW  | GO       | protein-S-isoprenylcysteine O-methyltransferase activity; G-protein coupled receptor activity; C-terminal protein amino acid methylation                                            |
| 39   | AP   | APW  | GO       | L-arabinose isomerase activity                                                                                                                                                      |
|      |      |      | KOG      | Predicted transporter (major facilitator superfamily)                                                                                                                               |
|      |      |      | KEGG     | L-arabinose isomerase                                                                                                                                                               |
| 40   | APW  | APW  | KOG      | Cytochrome P450 CYP2 subfamily; Predicted transporter (major facilitator superfamily)                                                                                               |
|      |      |      | KEGG     | L-arabinose isomerase                                                                                                                                                               |
| 47   | APW  |      | GO       | salicylate 1-monooxygenase activity                                                                                                                                                 |
|      |      |      | KOG      | Kynurenine 3-monooxygenase and related flavoprotein monooxygenases                                                                                                                  |
|      |      |      |          | Cholesterol 7-alpha-monooxygenase   Salicylate 1-monooxygenase                                                                                                                      |
| 55   | AP   | AP   | KEGG     | Phosphotransferases with an alcohol group as acceptor                                                                                                                               |
| 63   |      | PW   | GO       | unspecific monooxygenase activity                                                                                                                                                   |
|      |      |      | KOG      | Cytochrome P450 CYP2 subfamily                                                                                                                                                      |
|      |      |      | KEGG     | Unspecific monooxygenase                                                                                                                                                            |
| 78   | P    | PW   | KOG      | Vigilin                                                                                                                                                                             |
| 125  | AP   | P    | KEGG     | Serine/threonine specific protein phosphatase                                                                                                                                       |
| 168  | APW  | APW  | KOG      | Notchless-like WD40 repeat-containing protein                                                                                                                                       |

**A:** Aspen. **P:** Pine. **W:** Wheat straw. **GO:** The Gene Ontology. **KEGG:** Kyoto Encyclopedia of Genes and Genomes. **KOG:** EuKaryotic Orthologous Groups.

# Supplementary material for: The integrative omics of white-rot fungus Pycnoporus coccineus reveals co-regulated CAZymes for orchestrated lignocellulose breakdown
**Source:** PLoS One. 2017 Apr 10;12(4):e0175528. doi: 10.1371/journal.pone.0175528
**Supplement:** S5 Table

**S5 Table. Nodes containing genes specifically up-regulated on pine and statistically enriched gene annotations.**

| Node | Day3 | Day7 | Database | Enriched Terms                                                                                                                                 |
|------|------|------|----------|------------------------------------------------------------------------------------------------------------------------------------------------|
| 2    |      | P    | GO       | Membrane                                                                                                                                       |
|      |      |      | KOG      | Ferric reductase, NADH/NADPH oxidase and related proteins; Chitinase                                                                           |
| 3    |      | P    | GO       | 1,3-beta-glucan synthase complex; 1,3-beta-glucan synthase activity; saccharopepsin activity; 1,3-beta-glucan biosynthetic process             |
|      |      |      | KOG      | 1,3-beta-glucan synthase/callose synthase catalytic subunit                                                                                    |
|      |      |      | KEGG     | 1,3-beta-glucan synthase; Saccharopepsin                                                                                                       |
| 4    |      | P    | GO       | two-component response regulator activity; two-component signal transduction system (phosphorelay); regulation of transcription, DNA-dependent |
|      |      |      | KOG      | Sensory transduction histidine kinase; beta-1,6-N-acetylglucosaminyltransferase, contains WSC domain                                           |
| 33   | P    | P    | GO       | cAMP-dependent protein kinase complex                                                                                                          |
| 56   | P    | P    | GO       | MAP kinase kinase kinase activity                                                                                                              |
| 57   | P    | P    | KOG      | Splicing coactivator SRm160/300, subunit SRm300                                                                                                |
|      |      |      | KEGG     | Glucan 1,4-alpha-glucosidase                                                                                                                   |
| 58   |      | P    | KOG      | p21-activated serine/threonine protein kinase; Splicing coactivator SRm160/300, subunit SRm300                                                 |
|      |      |      | KEGG     | Glucan 1,4-alpha-glucosidase                                                                                                                   |
| 80   |      | P    | KEGG     | Unspecific monooxygenase                                                                                                                       |
| 102  |      | P    | GO       | dolichyl-diphosphooligosaccharide-protein glycotransferase activity                                                                            |
|      |      |      | KEGG     | Dolichyl-diphosphooligosaccharide--protein glycosyltransferase                                                                                 |
| 126  | P    |      | KOG      | Long-chain acyl-CoA synthetases (AMP-forming)                                                                                                  |
|      |      |      | KEGG     | Long-chain-fatty-acid--CoA ligase                                                                                                              |

**P:** Pine. **GO:** The Gene Ontology. **KEGG:** Kyoto Encyclopedia of Genes and Genomes. **KOG:** EuKaryotic Orthologous Groups.

How the deposited data were processed for this re-analysis (not part of the article)

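RNA-seq of *Pycnoporus coccineus* CIRM-BRFM 310 grown on maltose, aspen, pine or wheat straw and collected at day 3 or day 7 was analysed in 22 samples. Maltose and aspen at day 3 have 2 replicates each, and the other 6 groups have 3. Maltose day 3 replicate 1 and aspen day 3 replicate 3 are not in the files analysed here. Each sample was mapped to its substrate, day and replicate number from its label. For each sample the authors mapped quality-checked reads with TopHat, kept unique hits and counted them per gene with HTSeq, so the unit of the deposited values is a raw count per gene. Versions of those tools, the strand setting and the release of the gene models used for counting are not stated. The paper names the genome version it mapped to. That genome was not among the files analysed here, so gene positions are not given. Media differ between the paper and the sample labels. The paper gives yeast extract at 2.5 g/L, thiamine at 0.25 g/L and copper sulfate at 0.00072 g/L, and the labels give 0.5, 0.002 and 0.007 g/L.

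The files list 12690 genes. The 11843 genes with more than 5 reads in total over all samples were kept. Library sizes were scaled by the TMM method, and counts were fitted with the quasi-likelihood model of edgeR 4.0.16 (R 4.3.3, limma 3.58.1) with 1 coefficient for each of the 8 groups over all samples. Each lignocellulosic substrate was compared with maltose at the same day, and day 7 with day 3 on each substrate. The difference in induction between the days was tested as an interaction. P values were adjusted by Benjamini-Hochberg within each comparison, at a threshold of 0.05. The transcription induction factor is 2 to the power of the log2 fold change, with 200 as the limit for strong induction. Normalized read counts of samples and groups were scaled by DESeq2's size factors, not by TMM. As an alternative, these factors also replaced TMM in the model. Log2 normalized read counts carry a pseudocount of 1. Standard errors of log2 fold changes are approximate. They were back-calculated as the size of the log2 fold change divided by the square root of the quasi-likelihood F statistic. Node changes are means over the genes of a node with non-significant genes set to 0. Nodes were selected above 11.7 on the log2 count scale on the substrate and not on maltose, or above a log2 change of 2. Only the 49 nodes whose genes are in the copy of the supplementary gene list read here were used. Correlations and permutation tests used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, with 100000 permutations, so the smallest p they can give is 1e-05. Replicate pairs were compared with sampling noise by a chi-square over genes with at least 10 reads. Plots were drawn with matplotlib 3.10.9.

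Genes printed by name follow a rule set before the files arrived. They are every gene the paper names by protein ID in its text or S2 Table and the 26 genes of S4 Fig. To these were added the 5 genes outside S2 Table and the text with the highest minimum log2 fold change over the 6 comparisons with maltose. These were chosen among genes with an adjusted p under 0.05 in all 6 comparisons and at least 10 reads in every lignocellulosic sample.

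The model was tested on simulated data with 200 changed genes at a log2 fold change of 2. It recovered 100 % of them with a median size of 2.007, made 8 false calls among the unchanged genes, and made 0 in a comparison with no change. The changed genes were drawn from well-counted genes, with the same dispersion for every gene, and only aspen at day 7 was changed. The simulation therefore does not cover genes with few reads on maltose or comparisons with n = 2 cultures at day 3.

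Reads counted on genes ranged from 5210680 to 45677297 per sample with a median of 23363677. Pine was the group with the smallest libraries, down to 9563482 reads at day 3 and 5210680 at day 7. The common dispersion was 0.062199. With 2 cultures of maltose at day 3, fold changes at that day carry larger standard errors for genes with few reads on maltose.

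Alternatives set before the files arrived were DESeq2 1.42.0 with its normal prior on the fold changes, DESeq2 size factors, edgeR's filterByExpr (11500 genes), only the 2 groups compared, the replicate number as a block, Bonferroni correction and leaving out each of the 22 samples in turn. For nodes they also included every gene's own log2 fold change, a pseudocount of 0.5 and the 90th percentile of the files as level threshold. For correlations they included edgeR's log2 CPM with a prior count of 2, Pearson's correlation and only proteins with at least 1 spectrum. A filter on a mean of more than 5 reads per sample (11431 genes) was chosen after seeing the data.

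Spectral counts of secreted proteins were taken from the paper's supplementary table and are not a re-analysis of mass spectra. Nodes above 49, the enrichment tests of annotation terms and the self-organizing maps were left out because their gene lists or inputs are not in the files analysed here.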

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

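The comparisons, the main settings and the alternatives were set before the processed files arrived, except where stated otherwise. The check for a sample far from the others applies to groups of 4 or more samples, and no group here has that many.

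Between day 3 and day 7 the induction of the AA2 gene 1468611 against maltose changed by -3.111 on pine (adjusted p = 0.0307, edgeR) and -3.109 on wheat straw (adjusted p = 0.0272) on the log2 scale. It was flagged because the effects at the 2 days differ by a test of the interaction. When samples were left out in turn, the difference no longer passed the threshold in 5 of 22 fits on pine and 3 on wheat straw. On aspen the difference was -2.001 (adjusted p = 0.227), and the 3 substrates were not tested against each other. The level itself changed by -1.704 on pine and -1.703 on wheat straw, and by 1.407 on maltose (adjusted p = 0.263). On aspen, 70.3 % of the difference came from the rise on maltose. The prediction for that test was written after the result was seen. The same change on maltose is part of the differences on pine and wheat straw, where its share was not tested. Part of the lower induction at day 7 may therefore lie in the maltose cultures on all 3 substrates, and only 2 of these cultures are available at day 3. A time effect on the gene and a change in the control cannot be told apart from the induction alone. Library size, shared reads between paralogs and batch were not tested for this gene, so no biological explanation is put forward.

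Of the 53 CAZyme genes of S2 Table, the induction was significantly higher at day 7 than at day 3 for 3 genes on aspen, 6 on pine and 31 on wheat straw, flagged by the same interaction test. It was significantly lower for 0, 1 and 1 genes. The substrates were not tested against each other. On maltose, 48 of the 53 genes rose between the days (exact binomial p = 7.08e-10 over genes, which are not independent replicates). That prediction was written after the result was seen. A rise on maltose lowers the induction at day 7 and a fall raises it. On maltose, 1 gene rose and 2 fell with an adjusted p under 0.05, and the 2 that fell are among the genes with a significantly higher induction on every substrate. The AA3_2 gene 1463000 changed by -2.529 on maltose (adjusted p = 5.54e-05), and by 0.3756 on aspen (0.414), 0.4436 on pine (0.219) and -0.03449 on wheat straw (0.932). The GH16 gene 1445188 changed by -1.653 on maltose (adjusted p = 0.00353) and by 1.649 on aspen (0.00377). The numbers of genes with a higher induction therefore depend on the maltose level in both directions.

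The maltose level was looked at further. In maltose day 3 replicate 2, 43 of the 53 genes had fewer normalized reads (CPM) than in replicate 3, with a median ratio of 1.524, against 0.9934 over 10449 other genes. Of the technical explanations, reads of lignocellulosic libraries counted in the other maltose libraries, from 1 group at a time, would give a similar share in every gene. The ratio of the third to the first quartile of that share was at least 3.278 (over 34 genes), above the limit of 2. For cross-talk from all lignocellulosic libraries together, the ratio was 3.671 (1.9 in the S2 Table genes alone). For the smaller library size of that sample, the value set against the limit of 1.5 was the same median ratio of 1.524. CPM already divides by the library size and no thinning was done, so this restates the observation and does not exclude library size. The predictions for the last pair of tests were written after the result was seen. Neither form of cross-talk met its criterion in the genes outside S2 Table. In the S2 Table genes, where the pattern was seen, the ratio of 1.9 is under the limit of 2. The form from 1 group at a time was computed only outside S2 Table. Cross-talk is therefore not excluded for the S2 Table genes. Library size is left open too, and no batch is given by the labels to test. A difference between cultures in the level of these genes remains a hypothesis, on 2 samples.

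Outside the genes the paper discusses, 5 genes were up-regulated in all 6 comparisons with maltose at a high level, and were flagged as a signal in genes the paper does not report on. Their lowest log2 fold change over the 6 comparisons was 5.76 for 1447350, 5.689 for 1477222, 5.579 for 1424462, 5.465 for 271638 and 5.209 for 1365564. The adjusted p was at most 9.79e-06 in any of these comparisons (1477222 on wheat straw at day 3). In the supplementary gene list 1424462 is annotated as an RNA polymerase II C-terminal domain-binding protein and 1365564 as a beta-1,6-N-acetylglucosaminyltransferase, and the others carry no annotation in the files. They were picked by their rank, which favours large values. Gene length is the same in every sample, so by itself it cannot give a fold change of a gene. Reads shared between paralogs and GC content could not be checked, since the genome was not among the files analysed here. A response to the lignocellulosic substrates cannot be told apart from these.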

How the results depend on the processing

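Of 38 headline results, 9 stayed within the limits used under every setting, which are the same direction and side of the threshold for a tested value and within 1.5 times for a count. These are the differences in induction between the days on aspen for 1431101 and 1468611, the numbers of CAZyme genes with a higher induction at day 7 on aspen, pine and wheat straw, the CBM1 difference on wheat straw at day 7, the expansin genes up on pine at day 7, and the numbers of common and of single-substrate nodes at day 7. Their values moved within those limits. Over all settings, the common nodes at day 7 (22) ran from 17 to 25 and the single-substrate nodes (8) from 6 to 11. CAZyme genes with a higher induction at day 7 ran from 21 to 36 of 53 on aspen, so that a majority was not kept there, from 34 to 48 on pine and from 42 to 49 on wheat straw. The CBM1 difference of 2.327 went down to 1.8856 with DESeq2's normal prior.

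Bonferroni correction, which the paper's methods name beside FDR, raises the threshold and leaves the fold changes as they are. It lowered the up-regulated and down-regulated genes to 516 and 388 on aspen, 706 and 750 on pine and 522 and 476 on wheat straw at day 3, and to 839 and 757, 1305 and 1697, and 867 and 904 at day 7. Of the housekeeping comparisons 2 passed. Common nodes at day 3 fell to 14, and nodes only on pine at day 7 to 4. The differences in induction of 1468611 on pine (-3.1109) and wheat straw (-3.1093) had an adjusted p of 1. Expansin genes up on pine at day 3 went to 0, up on aspen or wheat straw to 0, and down-regulated comparisons to 18.

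DESeq2's normal prior shrinks large fold changes of genes with few reads on maltose. Induction factors over 200 went from 8 to 3 at day 3, from 23 to 15 on wheat straw at day 7 and from 8 to 3 on aspen and pine at day 7. The difference for 1431101 on pine was -1.8756 (adjusted p = 0.03169) in place of -2.2558. Taking every gene's own log2 fold change, without setting non-significant genes to 0, gave 4 single-substrate nodes at day 3 in place of 7. With only proteins with at least 1 spectrum, the median correlation with the secretome was 0.2266 in place of 0.2744.

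The replicate number as a block, taken from the labels, moved single-substrate nodes at day 3 from 7 to 3 and nodes only on pine at day 3 from 5 to 3. Deviations of samples with the same number correlated at -0.01129 (70 pairs) and of samples with different numbers at 0.005368 (141 pairs), so the files do not show that the numbers mark shared batches. All other headline results with the block stayed on the same side of the threshold or within 1.5 times.

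Leaving out 1 sample at a time (22 fits) gave these ranges. The difference for 1431101 ran from -3.2662 to -1.434 on pine and from -0.21024 to 1.3646 on wheat straw. It reversed to -0.21024 on wheat straw without maltose day 3 replicate 3, where the main value of 0.7991 had an adjusted p of 0.486. For 1468611 it ran from -4.5732 to -2.4386 on pine and from -4.5714 to -2.4369 on wheat straw. The difference for 1468611 no longer passed the threshold in 5 of the 22 fits on pine and 3 on wheat straw. These may include fits with a single culture in a group. Genes up-regulated on wheat straw at day 3 ran from 1772 to 2994. Expansin comparisons up on aspen or wheat straw ran from 3 to 5. Induction factors over 200 ran from 5 to 19 at day 3 and from 6 to 14 on aspen and pine at day 7. The lowest replicate correlation ran from 0.9489 to 0.9695. With 1 of the 2 maltose cultures at day 3 removed, the control at that day is a single sample.

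Among the results of single genes and nodes, the alternatives left 1226 rows within these limits, 45 weaker and 73 moved, with 0 stronger and 0 reversed. Leaving out samples left 4430 within them, 29 weaker, 1 stronger, 0 reversed and 28 moved. The smallest library is from pine and holds 5210680 reads, but how far depth limits each substrate was not compared. Depth limits induction factors of genes with few reads on maltose.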

Differences from the paper's values

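The paper describes triplicates in every group, while maltose and aspen at day 3 have n = 2 cultures here. Day 3 values are therefore compared on unlike sets of samples, which no setting tried could undo. Over the 53 CAZyme genes, 8 induction factors at day 3 were above 200, where the paper's S2 Table gives 4. With DESeq2's normal prior on the fold changes the number was 3, which closed the gap. DESeq2 size factors (8), filterByExpr (8) and the replicate block (7) did not, and neither did the filter on a mean of more than 5 reads per sample (8), which was chosen after seeing the values. On aspen and pine at day 7 the number was 8 against the paper's 2. The same prior gave 3 and closed the gap, while DESeq2 size factors (9), filterByExpr (8), the replicate block (7) and the mean filter chosen after seeing the values (8) did not.

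The median induction factor on aspen at day 7 was 48.06 against the paper's 32. DESeq2's normal prior (30.68), DESeq2 size factors (47.36) and the replicate block (44.2) brought it within the limits used. FilterByExpr (48.2) did not, nor did the mean filter chosen after seeing the values (48.3). The same prior opened a gap on aspen at day 3, with a median of 21.45 against the paper's 35, where the main value was 42.96. The replicate block opened one on wheat straw at day 3, with 24.29 against the paper's 15, where the main value was 20.23. Neither setting therefore brings all values to those of the paper.

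Of the 49 nodes with listed genes, 7 were selected on a single substrate at day 3 against the paper's 2. Of the settings tried, only the replicate block (3) closed the gap. Whether the maltose and aspen cultures missing at day 3 play a part could not be tested. DESeq2's normal prior (6), DESeq2 size factors (6), filterByExpr (7), Bonferroni correction (7), every gene's own log2 fold change (4), a pseudocount of 0.5 (7) and the 90th percentile of the files (7) did not. The mean filter chosen after seeing the values gave 7. Nodes selected only on pine at day 3 numbered 5 against the paper's 2. The replicate block (3) closed that gap, every gene's own log2 fold change gave 4, and the other alternatives gave 5.

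Other values were not equal but did not meet all the conditions for a difference, which are more than 1.5 times apart and more than the SD between replicates. On wheat straw, the factor of 1374028 at day 3 was 279.1 against the paper's 115 (85.96 with DESeq2's normal prior), and the factor of 1417214 at day 7 was 734.5 against the paper's 412 (349.8 with that prior). Both pairs are more than 1.5 times apart, by less than the SD between the wheat straw replicates. The factor of 1401955 at day 7 was 525.8 against the paper's 351 (355.9), less than 1.5 times apart. On wheat straw at day 7, 23 genes were above 200 against the paper's 18 (15 with the prior). The genes tested numbered 11843 against the paper's 11430, and 11431 with the mean filter, which was chosen after seeing the values. The 90th percentile was 11.64 against the paper's 11.7, and 11.69 with the mean filter, also chosen after seeing the values. Of the 318 values of S2 Table, 306 were higher here than in the paper, and 104 were more than 1.5 times apart, or 53 with the prior.

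The paper describes both AA2 peroxidases as less up-regulated at the later day. For 1431101 on wheat straw the difference was 0.7991 (adjusted p = 0.486, edgeR), and its level rose by 1.968 between the days. Without maltose day 3 replicate 3 the difference was -0.21024. Of the 104 housekeeping comparisons 33 changed, 29 with the replicate block, 2 with Bonferroni correction and 43 with DESeq2's normal prior. The paper describes these genes as stable between the time points. It describes the 4 expansin genes as up-regulated on pine alone. Here 5 of 16 comparisons on aspen and wheat straw were also up-regulated, 5 with the replicate block and 0 with Bonferroni correction. The paper's methods name both FDR and Bonferroni correction, so the thresholds may differ. Under Bonferroni correction 0 of the 4 genes passed on pine at day 3 as well. The paper finds no node specific to wheat straw at day 3, and node 21 was selected there. Its mean log2 fold change was 2.398 on wheat straw and 1.966 on aspen, just under the limit of 2. With the replicate block, all 3 single-substrate nodes at day 3 were on pine and none was on wheat straw. Its list of pine nodes at day 3 does not hold nodes 2, 36 and 37, and its list at day 7 does not hold node 36 but holds node 10, which was not selected on pine alone here. The text places 1430659 among the AA2 genes, while S2 Table and the supplementary gene list give it as AA9. The text defines the induction factor as a square, and 308 of 308 values of S2 Table equal 2 to the power of the log2 change.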

Other observations

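Maltose day 7 replicate 3 lay apart from replicates 1 and 2 of its group. In it 2187 genes (18.47 %) deviated more than 2-fold from the mean of the other 2 replicates, against 376 genes (3.175 %) between those 2. Its correlation with wheat straw at day 3 was 0.9001, and that of replicates 1 and 2 was 0.8564 and 0.864. If reads from a lignocellulosic library had been mixed in, the excess would be a similar share of the source in every gene, but the largest first quartile of that share over the source groups was -0.1685 %. The value reported for this test was changed after the first form gave no number, and its criterion was kept. After thinning the sample to the library sizes of the others, its higher correlation with them was 0.9514, still below the lowest other replicate pair at 0.9695. For a mislabelled sample, its highest mean correlation with another group was 0.9555, with maltose day 3, below the criterion of 0.9695. It was higher than the mean correlation with its own group, 0.9503. Replicates 1 and 2 had 0.9717 and 0.973 with their own group and 0.959 and 0.9634 with maltose day 3. A culture further along the change from day 3 to day 7 on maltose would give a positive correlation across genes of its deviation with that change, over the limit of 0.3, and it was -0.4474. Both measures contain the mean of replicates 1 and 2, with opposite signs, which by itself pulls this correlation below 0. None of the 4 explanations tested met its criterion. Because the sample was closer to maltose day 3 than to its own group, a wrong day on maltose is not excluded. Batch and RNA handling are not given by the labels and were not tested, so the cause stays open.

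At day 7 more of the 49 nodes were selected only on pine (7) than only on aspen (1) or wheat straw (0). After a smooth trend of each contrast on the mean level was removed, 4 nodes remained, and after cyclic loess normalization of the samples also 4. The criterion for a level-dependent shift of the pine libraries was that at most 0.5 of the number would be left. Both counts are just above that limit. They are also below the 5 to 8 nodes found when single samples were left out. A level-dependent shift is therefore not excluded as a source of part of the excess. The cyclic loess prediction was written after the result was seen, and the code for the smooth trend was written after the cyclic loess result. After thinning all samples to the smallest library, 12 nodes were selected only on pine. The criterion written for the smaller library sizes of the pine samples was a change of more than 1.5 times in either direction, and it was met. The number rose, however, whereas an excess that came from the smaller pine libraries would shrink once all libraries have the same size. The test thus shows that the number depends on depth, and gives no sign that the excess comes from the smaller pine libraries. Why it rose was not tested, and no biological explanation is put forward.

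Other splits of the samples were fitted for day 7. Of the 10 splits of 6 samples, 1 (the real one) gave as many differentially expressed genes on aspen (6393, highest other 371), 1 on pine (7826, highest other 251) and 1 on wheat straw (6503, highest other 151). For housekeeping genes that changed between the days, 1 of 10 splits gave as many on pine (12, highest other 0) and 1 of 10 on wheat straw (13, highest other 0). With 10 splits the share cannot go under 0.1. Day 3 comparisons with maltose were not split, since maltose and aspen have 2 samples each.

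Of 60 regroupings of the 12 day 7 samples, the real one included, 1 gave as many common nodes (22, highest other 5) and 1 as many single-substrate nodes (8, highest other 7). As many nodes only on pine came from 2 (7, highest other 7). Induction factors over 200 were as many on wheat straw in 1 (23, highest other 1) and on aspen and pine in 1 (8, highest other 1). As many expansin genes up on pine came from 2 (4, highest other 4). The predictions for these splits and regroupings were written before the results, and their wording was corrected afterwards, since what either outcome would mean had been entered the wrong way round.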
